# Endothelial c-Myc knockout disrupts metabolic homeostasis and triggers the development of obesity

**DOI:** 10.3389/fcell.2024.1407097

**Published:** 2024-07-19

**Authors:** Jacqueline F. Machi, Isabella Altilio, Yue Qi, Alejo A. Morales, Diego H. Silvestre, Diana R. Hernandez, Nicolas Da Costa-Santos, Aline G. Santana, Mehrnoosh Neghabi, Parisa Nategh, Thiago L. Castro, João P. Werneck-de-Castro, Mahsa Ranji, Fabiana S. Evangelista, Roberto I. Vazquez-Padron, Ernesto Bernal-Mizrachi, Claudia O. Rodrigues

**Keywords:** MYC, endothelial dysfunction, adiposity, metabolism, obesity, glucose intolerance

## Abstract

**Introduction:** Obesity is a major risk factor associated with multiple pathological conditions including diabetes and cardiovascular disease. Endothelial dysfunction is an early predictor of obesity. However, little is known regarding how early endothelial changes trigger obesity. In the present work we report a novel endothelial-mediated mechanism essential for regulation of metabolic homeostasis, driven by c-Myc.

**Methods:** We used conditional knockout (EC-Myc KO) and overexpression (EC-Myc OE) mouse models to investigate the endothelial-specific role of c-Myc in metabolic homeostasis during aging and high-fat diet exposure. Body weight and metabolic parameters were collected over time and tissue samples collected at endpoint for biochemical, pathology and RNA-sequencing analysis. Animals exposed to high-fat diet were also evaluated for cardiac dysfunction.

**Results:** In the present study we demonstrate that EC-Myc KO triggers endothelial dysfunction, which precedes progressive increase in body weight during aging, under normal dietary conditions. At endpoint, EC-Myc KO animals showed significant increase in white adipose tissue mass relative to control littermates, which was associated with sex-specific changes in whole body metabolism and increase in systemic leptin. Overexpression of endothelial c-Myc attenuated diet-induced obesity and visceral fat accumulation and prevented the development of glucose intolerance and cardiac dysfunction. Transcriptome analysis of skeletal muscle suggests that the protective effects promoted by endothelial c-Myc overexpression are associated with the expression of genes known to increase weight loss, energy expenditure and glucose tolerance.

**Conclusion:** Our results show a novel important role for endothelial c-Myc in regulating metabolic homeostasis and suggests its potential targeting in preventing obesity and associated complications such as diabetes type-2 and cardiovascular dysfunction.

## 1 Introduction

Overweight and obesity are chronic conditions that result mostly from exposure to hypercaloric diet rich in saturated fat and sugar and lack of physical activity (Faruque et al., 2019; Elmaleh-Sachs et al., 2023). Other factors such as aging, stress, certain health conditions, medication, and genetics have also been associated with the development of overweight and obesity. Obese individuals have an increased risk of developing cardiovascular disease, liver disease, diabetes, and cancer (Scully et al., 2020; Powell-Wiley et al., 2021).

Endothelial cells play an essential role in tissue homeostasis by supporting regeneration through the regulation of surveillance and repair mechanisms (Reiterer and Branco, 2020). Endothelial dysfunction, which occurs with aging and exposure to environmental stress factors, has a detrimental impact on organ physiology, ultimately leading to multiple pathological conditions such as obesity, type-2 diabetes, and cardiovascular disease (Engin, 2017; Donato et al., 2018; Haybar et al., 2019; Kajikawa and Higashi, 2022). Most studies on obesity have focused on how exposure to a diet rich in fat triggers endothelial dysfunction. However, little is known regarding how early changes in the endothelium contribute to obesity.

The transcription factor c-Myc plays an important physiological role controlling multiple cellular functions (Hofmann et al., 2015; Zacarias-Fluck et al., 2024). Deregulated c-Myc expression has been associated with cancer, metabolic and inflammatory conditions (Zheng et al., 2017; Luo et al., 2021; Rosselot et al., 2021; Nevzorova and Cubero, 2023; Zacarias-Fluck et al., 2024). Several reports from our group and others have highlighted an essential role of the transcription factor c-Myc in endothelial cell function in development (Baudino et al., 2002; He et al., 2008; Rodrigues et al., 2008; Kokai et al., 2009) and disease (Riu et al., 2002; Riu et al., 2003; Hurley et al., 2010; Florea et al., 2013; Rosselot et al., 2019; Qi et al., 2022). In addition to regulating angiogenesis, we have shown that c-Myc controls endothelial self-renewal and inflammation (Florea et al., 2013; Qi et al., 2022). In the present work, we provide supporting evidence that endothelial c-Myc plays an essential role in regulating overweight and obesity, which extends to the prevention of insulin resistance and cardiovascular dysfunction.

## 2 Materials and methods

### 2.1 Animals

All animal experiments were approved by the University of Miami Animal Care and Use Committee according to the National Institutes of Health guidelines and conform to the Guide for the Care and Use of Laboratory Animals. A total of four transgenic mouse lines were used in this study to conditionally regulate c-Myc expression in endothelial cells. All animals were housed on a 12-h light/dark cycle with free access to food and water unless otherwise stated. Endothelial c-Myc knockout mice were generated by crossing c-Myc^*flox/flox*^ (B6.129S6-*Myc* ^*tm2Fwa*^/Mmax, Strain #032046, Jackson Laboratory, Bar Harbor, ME, USA) and Cdh5(PAC)-CreERT2 (C57BL/6-Tg (Cdh5-cre/ERT2)1Rha), developed by Dr. Ralph Adams at Cancer Research UK (Cancertools.org reference number 151520) mouse lines. Knockout controls consisted of littermates carrying identical floxed genotypes, but lacking Cre (Cre-negative) or carrying only the Cre (Flox/Flox-negative). Males and females were used in the study. Induction of c-Myc knockout was performed between 4-6 weeks of age through daily intraperitoneal injections of 2 mg tamoxifen (#13258, Cayman Chemical, Ann Arbor, MI, USA) per animal for a total period of 5 days as previously described (Qi et al., 2022). Endothelial c-Myc overexpression mice were generated by crossing Tet-O-Myc (FVB/N-Tg(tetO-MYC)36aBop/J, Stanford University, Stanford, CA, USA) and Cdh5-tTA (FVB-Tg(Cdh5-tTA)D5Lbjn/J, Strain #013585 Jackson Laboratory, Bar Harbor, ME, USA) mouse lines in the presence of doxycycline diet (#TD.01306, Teklad, Indianapolis, IN, USA) to prevent the expression of the human c-Myc transgene. Overexpression controls consisted of littermates carrying the Tet-O-Myc genotype but lacking the transactivator (tTA-negative). Induction of c-Myc overexpression was performed between 4-6 weeks of age through withdrawal from the doxycycline diet. Only males were used in the study because the human c-Myc transgene is restricted to the Y-chromosome in this model. c-Myc knockout and overexpression in endothelial cells were confirmed by qPCR (Supplementary Figure S1).

For diet-induced obesity experiments, mice were exposed to control (#TD.08485) or high-fat diet (#TD.88137) (Teklad, Indianapolis, IN, USA) for a total period of 20 weeks.

### 2.2 Vasoactive response studies

Vasoactive response was assessed in mesenteric arteries harvested from control (CT) and endothelial c-Myc knockout (EC-Myc KO) mice using a pressure myograph system model 110p (Danish Myo Technology, Denmark) as previously described (Hernandez et al., 2019). Briefly, the mesenteric arcade was initially isolated and placed in physiological salt solution (PSS) for dissection of the second-order mesenteric arteries and preserve viability. Vessels were then mounted on two glass microcannulas and placed in the myograph chamber containing PSS solution at 37°C and under aeration with a special mix of 95% O_2_ and 5% CO_2_. Quality control was performed to confirm vessel viability prior to all measurements as previously described (Coats and Hillier, 1999). After confirmation of viability, arteries were washed with PSS, and pre-contracted with norepinephrine followed by assessment of endothelium-dependent vasodilation through exposure to increasing doses of acetylcholine every 5 min. Pressure-outside diameter curves were recorded at an isobaric condition of 60 mmHg as evidence of vasoreactivity response for different acetylcholine concentrations.

### 2.3 Gross phenotypic analysis

We performed longitudinal analysis of experimental animals maintained under a standard control or a western style high-fat diet. Body weight was collected once a week (high-fat diet) or once a month (aging), and animals were macroscopically evaluated for any visible abnormalities. Food consumption was monitored in EC-Myc KO animals. Any signs of abnormalities, cancer development and sudden deaths were recorded.

### 2.4 Indirect calorimetry and body composition measurements

Whole-body energy metabolism was evaluated in CT and EC-Myc KO mice by indirect calorimetry using the Oxymax Comprehensive Lab Animal Monitoring System (CLAMS) (Columbus Instruments, Columbus, OH, USA) as previously described (Fonseca et al., 2014). Chambers were maintained at 22°C and O_2_ levels were calibrated against a standard gas mixture prior to use. Mice were individually housed under light/dark cycles of 12-h and allowed to acclimate to the chamber for 48 h prior to data collection. Food and water were available *ad libitum*. After acclimation, O_2_ consumption, CO_2_ production, respiratory exchange ratio (RER) and heat production were collected at 26-min intervals for a total period of 48 h.

### 2.5 Metabolic assessment of skeletal muscle slices

The redox state of skeletal muscle tissue harvested from CT and EC-Myc KO mice was estimated using a 3D fluorescence cryo-imaging system custom designed by the Biophotonics Laboratory at Florida Atlantic University (Ceyhan et al., 2023). Briefly, frozen tissues were embedded a day before imaging in a black absorbent medium. For imaging, the frozen tissue block was mounted to the sample stage, where its temperature was maintained at cryogenic temperatures (−10°C) for a higher quantum yield of fluorescence while retaining markers of metabolic state. A motor-driven stage and microtome blade allowed tissue slicing at 30 µm thickness. Images were acquired using a CCD camera (Retiga R6, Teledyne Photometrics, Tucson, AZ) with alternating filter wheels for nicotinamide adenine dinucleotide (NADH), and oxidized flavin adenine dinucleotide (FAD). The tissue was excited with a mercury arc lamp (200W lamp, Oriel, Irvine, CA). The broad light passes through excitation filters 350 ± 40 nm (UV Pass Blacklite, HD Dichroic, Los Angeles, CA) for the NADH channel and 437 ± 10 nm (440QV21, Omega Optical, Brattleboro, VT) for the FAD channel. All components of image acquisition operate with an automated virtual interface LabVIEW software (2022, National Instruments). The images of each slice were stacked in the *z*-direction to generate 3D images. Variables such as light intensity, illumination pattern, and dark current noise were considered for image processing. The redox ratio (RR = NADH/FAD) was calculated by dividing the fluorescence values of NADH over FAD images voxel by voxel. Representative images of NADH and FAD intensity are provided in Supplementary Figure S2.

### 2.6 Glucose tolerance test

Mice were fasted for 6-h with continuous access to water before the glucose load (i.p. bolus of 1.5 mg/kg body weight). Glucose levels were determined from a small drop of blood collected from the tail using a commercially available glucometer (AlphaTRAK^®^, Zoetis, United Kingdom). Samples were collected before and 15, 30, 60, 90 and 120 min after glucose administration.

### 2.7 Pathology and biochemical analysis

At endpoint, blood and major organs were collected for pathology analysis from all experimental groups. Tissues were macroscopically examined for visible signs of disease and organ weight was recorded. Blood was collected by cardiac puncture from fasted (approximately 6-h) and non-fasted animals. Plasma and serum were separated from blood for analysis of insulin and leptin levels using commercially available ELISA kits (#EZRMI and #RAB0334, Sigma-Aldrich Inc., St Louis, MO) per manufacture instructions.

### 2.8 Endothelial cell sorting and c-Myc expression analysis

Endothelial cells were magnetically sorted from hearts harvested from CT and EC-Myc OE mice based on CD31 expression using commercially available kits and instrument (Miltenyi Biotec Inc., Gaithersburg, MD). Briefly, harvested hearts were minced and dissociated with a mixture of enzymes (Multi Tissue Dissociation Kit 2, #130-110-203) using the gentleMACS Octo Dissociator system. After dissociation, cell suspension was cleared of debris (Debris Removal Solution, #130-109-398) and incubated with CD45 microbeads (#130-052-301) to exclude inflammatory cells, which may also express CD31. The CD45 depleted cell suspension was then incubated with CD31 microbeads (#130-097-418) for final sorting of endothelial cells. All steps followed manufacturer’s instructions for each specific kit used. RNA was extracted from sorted endothelial cells for analysis of mouse and human c-Myc by qPCR using Taqman probes (#Mm00487804_m1 and #Hs99999003_m1, respectively) per manufacture instructions (Life Technologies Corp, Carlsbad, CA).

### 2.9 Gene expression analysis by RNA-sequencing

RNA was extracted from soleus and gastrocnemius muscle harvested from CT and EC-Myc OE mice using TRI-reagent (#TR118, Molecular Resource Center Inc., Cincinnati, OH) per manufacturer’s instructions. RNA concentration was determined using a NanoDrop spectrophotometer (Life Technologies Corp, Grand Island, NY) and samples were outsourced for library preparation, sequencing, and bioinformatics analysis (Novogene Corporation, Inc. Sacramento, CA). Prior to library preparation, RNA integrity was evaluated using an Agilent BioAnalyzer 2100 (Agilent Technologies), and messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. The library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection.

### 2.10 Statistical analysis

We used SigmaPlot (Inpixon) and Prism (GraphPad) Software for all graphs and statistical analysis. Sample numbers are indicated in all figure legends and *p*-values <0.05 were considered significant. For comparison between two groups, we performed Student’s t*-*test and considered two-tailed *p*-values. When samples did not pass the normality and variance tests, Welch’s *t*-test was used as an alternative. For comparison between four experimental groups, we performed two-way ANOVA. Holm-Sidak test was used for multiple comparison analysis. Tukey HSD tests were performed as a *post hoc* test to identify significant differences between individual groups. Two-way RM ANOVA was used for the interaction effect of the genotype with one continuous dependent variable. Individual animals are represented by dots in all graphs. Bars indicate the standard deviation unless otherwise stated.

## 3 Results

### 3.1 Endothelial c-Myc knockout impairs vasorelaxation

Endothelial dysfunction is an early predictor of multiple pathological conditions. Little is known regarding early mechanisms that trigger endothelial dysfunction. Previous studies from our group have shown that the transcription factor c-Myc plays an important role in endothelial homeostasis and regulation of inflammation (Florea et al., 2013; Qi et al., 2022). These findings propelled us to investigate if c-Myc contributes to endothelial dysfunction ultimately impacting overall animal health. To confirm the association between c-Myc deficiency and endothelial dysfunction, we performed vasoactive response studies as impaired vasorelaxation is one of the first signs of dysfunctional endothelium. Mesenteric arteries of control (CT) and endothelial c-Myc knockout (EC-Myc KO) mice were harvested and tested for acetylcholine-induced vasorelaxation after constriction with norepinephrin. Our results show that loss of endothelial c-Myc significantly impacted vasorelaxation in response to acetylcholine relative to control. At the highest dose of acetylcholine tested (10^−5^ M), the ability of EC-Myc KO mesenteric arteries to relax was reduced by 29% relative to CT mice (58.2% ± 12.5% vs. 81.9% ± 5.6%, *p* = 0.031) (Figure 1).

**FIGURE 1:**
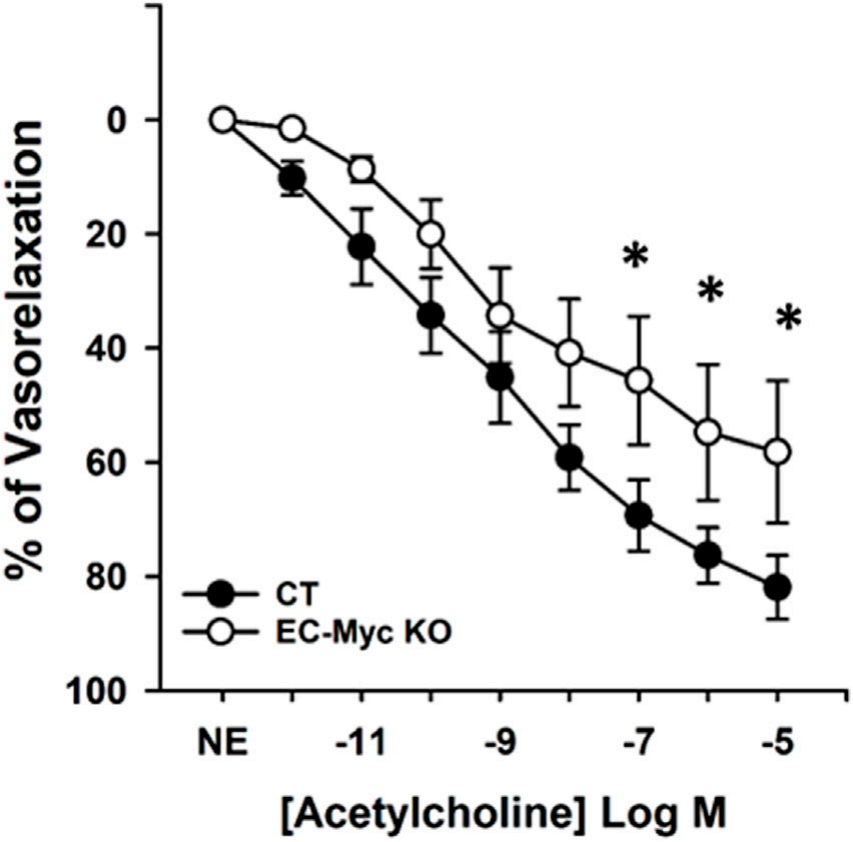
Vasoactive response of mesenteric artery from control and endothelial c-Myc knockout mice. Curves indicate vasorelaxation response to acetylcholine 1 month after induction of endothelial c-Myc knockout in male mice. Results are expressed as percentage of vasorelaxation and represent the mean ± standard error for individual concentrations of acetylcholine. Black and white circles represent control and knockout mice, respectively. CT, Control (*n* = 4); EC-Myc KO, Endothelial c-Myc Knockout (*n* = 4); NE, Norepinephrine. *p < 0.05.

### 3.2 Endothelial c-Myc knockout increases body weight and adiposity

We performed longitudinal analysis of CT and EC-Myc KO mice over a period of 16 months and found an expected increase in body weight over time, although findings were more pronounced in knockout animals relative to control (Figure 2A). At endpoint, body weight was significantly increased in EC-Myc KO females (31.67 ± 1.35 vs. 27.13 ± 0.61 g, *p* = 0.004) and males (44.2 ± 2.30 vs. 38.0 ± 1.03 g, *p* = 0.01) relative to CT (Figure 2B). When compared side by side, EC-Myc KO mice looked bigger in size than CT (Figure 2C).

**FIGURE 2:**
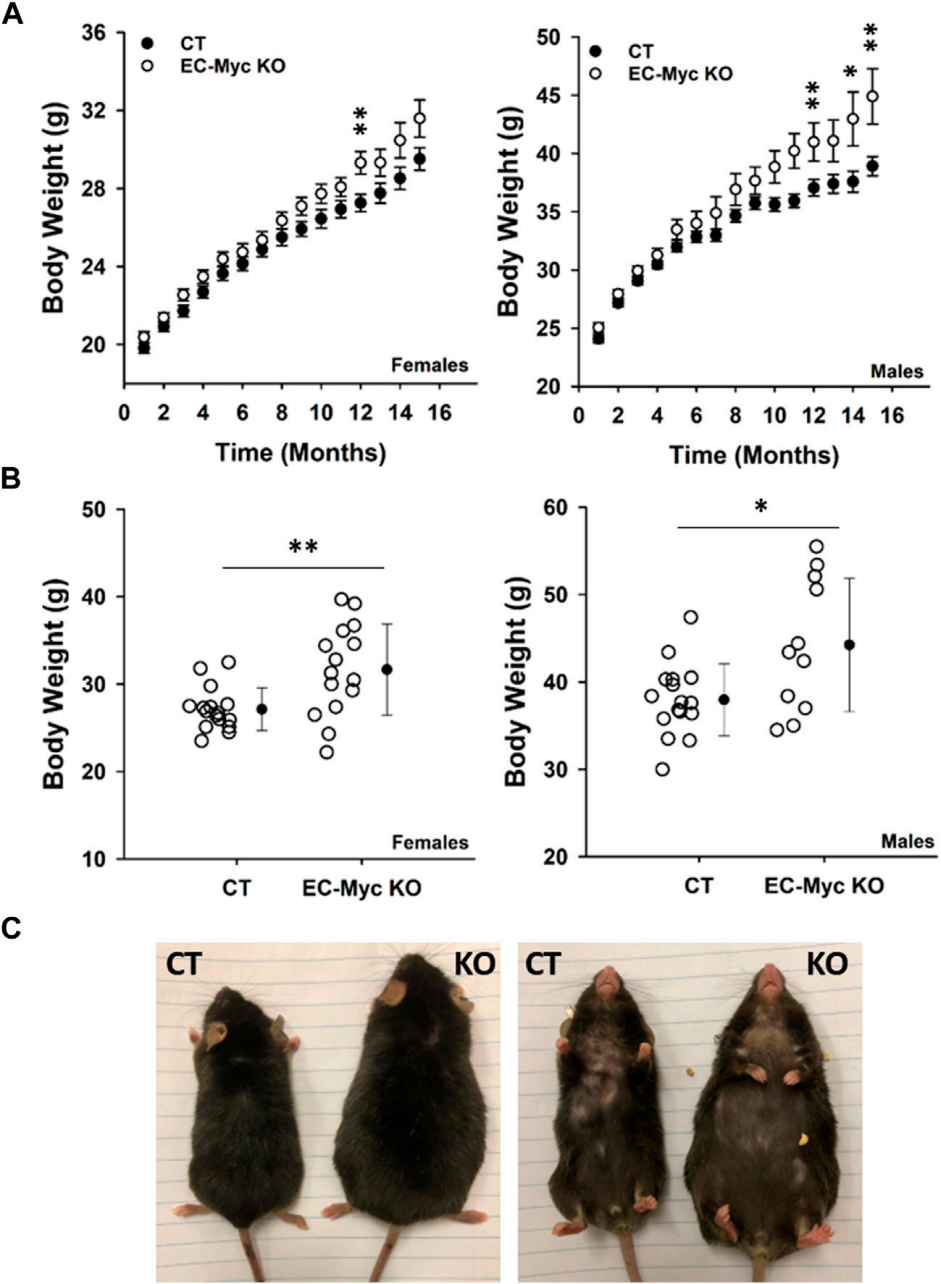
Body weight analysis of control and endothelial c-Myc knockout mice during aging. **(A)** Longitudinal analysis of body weight in male and female mice. Black and white circles represent control and knockout mice, respectively. Results represent the mean ± standard error **(B)** Analysis of body weight at 16-month endpoint. Dots represent individual animals and filled circles represent the mean ± standard deviation. **(C)** Representative dorsal and ventral images of males showing size differences between experimental groups. CT, Control (*n* = 19–65); EC-Myc KO, Endothelial c-Myc Knockout (*n* = 17–49). *p < 0.02, **p < 0.002.

Analysis of white adipose tissue (WAT) at endpoint in EC-Myc KO mice showed a significant increase by 76% in females (1.52 ± 0.20 vs. 0.86 ± 0.12, *p* = 0.007) and a trend increase by approximately 22% in males (2.74 ± 0.29 vs. 2.24 ± 0.22 g, not significant) (Figure 3A). Based on the observed increase in white adipose tissue (WAT) accumulation, in endothelial c-Myc deficient animals, we analyzed the circulating levels of leptin, which is expected to correlate with changes in adipocyte mass (Kiernan and MacIver, 2020). Our results showed a significant increase of approximately 47.98% in serum leptin in EC-Myc KO animals relative to CT (163.72 ± 21.48 vs. 110.64 ± 13.17 pg/mL) (Figure 3B). Representative images of fat deposits from CT and EC-Myc KO mice are shown in Figure 3C. Morphometric analysis of WAT from male and female EC-Myc KO animals revealed some sex-specific differences relative to CT (Supplementary Table S1). In EC-Myc KO females, we found a significant increase of 54% in the estimated number of adipocytes relative to CT (5.93 ± 0.75 vs. 3.85 ± 0.40, *p* = 0.025), but no changes in other parameters (Figure 3D). In males, the only significant difference between CT and EC-Myc KO was in the frequency of adipocyte size. EC-Myc KO males showed a higher percentage of very large-sized adipocytes relative to small sizes, while no differences were found in CT (Figure 3E).

**FIGURE 3:**
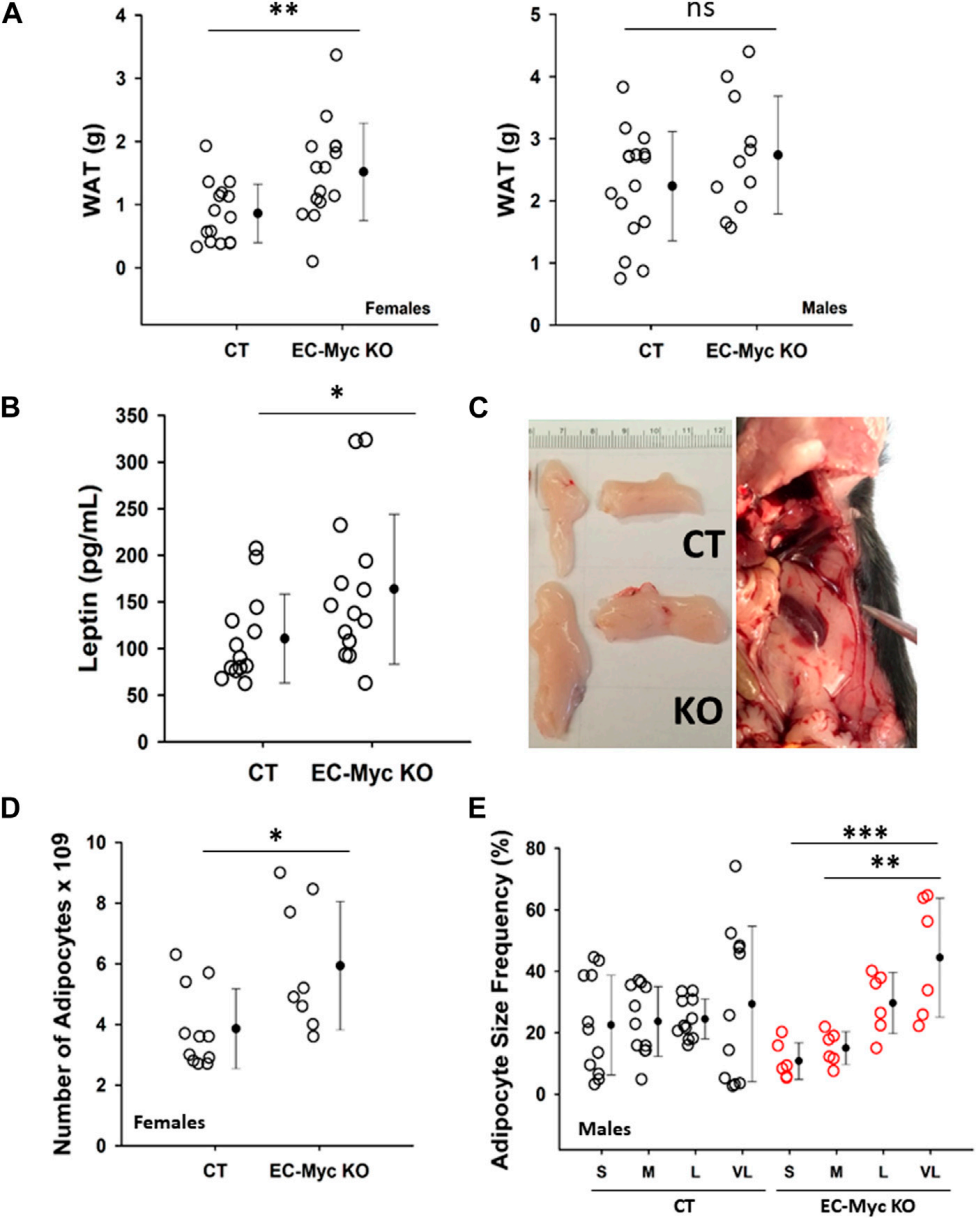
Analysis of white adipose tissue in control and endothelial c-Myc knockout mice. **(A)** Quantification of white adipose tissue mass. **(B)** Quantification of leptin levels. **(C)** Representative images of fat deposits. The image on the right corresponds to an extreme case of increased adiposity in knockout mice. **(D)** Morphometric analysis of white adipose tissue showing an increase in the number of adipocytes in female knockout mice. **(E)** Morphometric analysis of white adipose tissue showing significant difference in adipocyte size distribution in male knockout mice. Dots represent individual animals and filled circles represent the mean ± standard deviation. CT, Control (*n* = 10–16); EC-Myc KO, Endothelial c-Myc knockout (*n* = 5–15); S, small; M, medium; L, large; VL, very large; ns, non-significant. *p < 0.05, **p < 0.01, ***p < 0.005.

### 3.3 Endothelial c-Myc knockout reduces metabolic activity

Our observations described above suggest that loss of endothelial c-Myc causes an imbalance in energy metabolism. We analyzed food intake in CT and EC-Myc KO mice prior to the onset of weight gain and did not find any significant differences (data not shown). In the absence of alterations in calorie intake, one possible explanation for the observed increase in body weight in EC-Myc KO mice is a decrease in energy expenditure. Accordingly, we performed a series of metabolic studies with CT and EC-Myc KO mice by indirect calorimetry and found interesting sex-related differences between experimental groups. Similar results were found in dark and light periods (Supplementary Figure S3). A summary of all metabolic parameters is presented in Supplementary Table S2. In males, we found a significant increase in respiratory exchange ratio in EC-Myc KO relative to CT (0.91 ± 0.01 vs. 0.86 ± 0.02 RER, *p* = 0.015), without significant changes in other metabolic parameters (Figure 4D). However, in females, we found a significant decrease in heat production (0.39 ± 0.01 vs. 0.44 ± 0.03 kcal/kg/h, dark period *p* = 0.04) (Figure 4A), which was accompanied by a decrease in VO_2_ (3203 ± 61 vs. 3687 ± 187 mL/kg/h, *p* = 0.007) (Figure 4B) and CO_2_ (2791 ± 62 vs. 3241 ± 199 mL/kg/h, *p* = 0.01) (Figure 4C). No significant differences in RER were found in females (Figure 4D).

**FIGURE 4:**
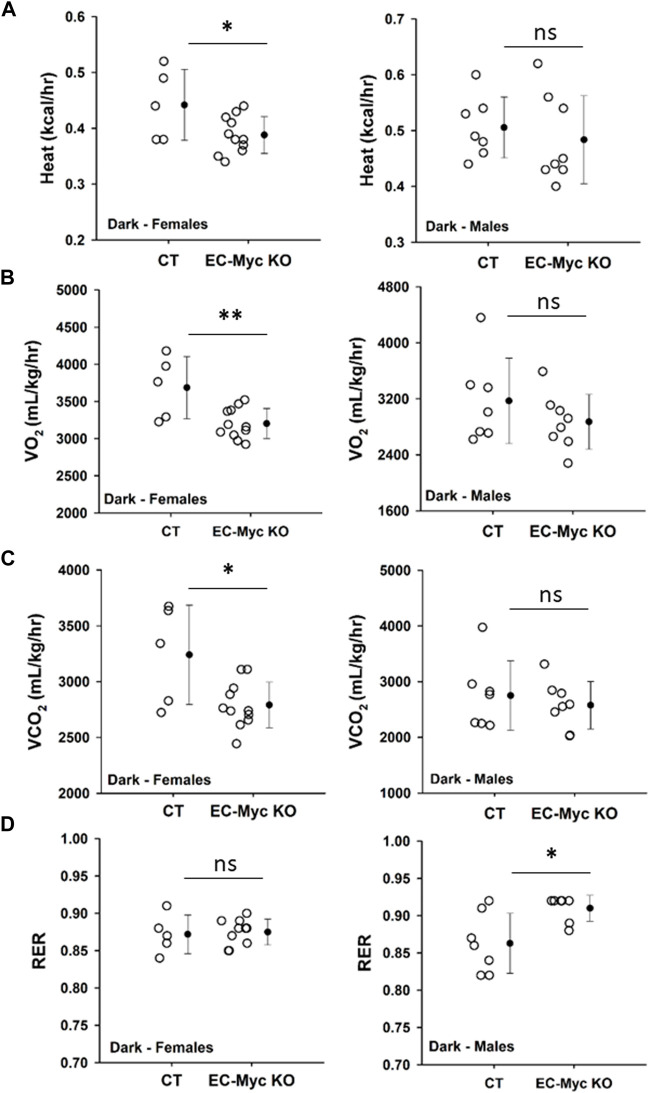
Metabolic phenotype of control and endothelial c-Myc knockout mice by indirect calorimetry. **(A)** Heat production. **(B)** Volume of oxygen consumed (VO_2_). **(C)** Volume of carbon dioxide release (VCO_2_). **(D)** Respiratory exchange ratio (RER). Dots represent individual animals and filled circles represent the mean ± standard deviation. CT, Control (*n* = 5–7); EC-Myc KO, Endothelial c-Myc Knockout (*n* = 7–11); ns, non-significant. *p < 0.05, **p < 0.01.

To further explore the impact of endothelial c-Myc loss in energy metabolism, we performed analysis of redox ratio in skeletal muscle harvested from CT and EC-Myc KO animals. Our results indicated a significant reduction of 51% in the mitochondrial redox ratio in EC-Myc KO relative to CT animals (1.53 ± 0.17 vs. 2.32 ± 0.2), which suggests a decrease in cellular energy production (Figure 5).

**FIGURE 5:**
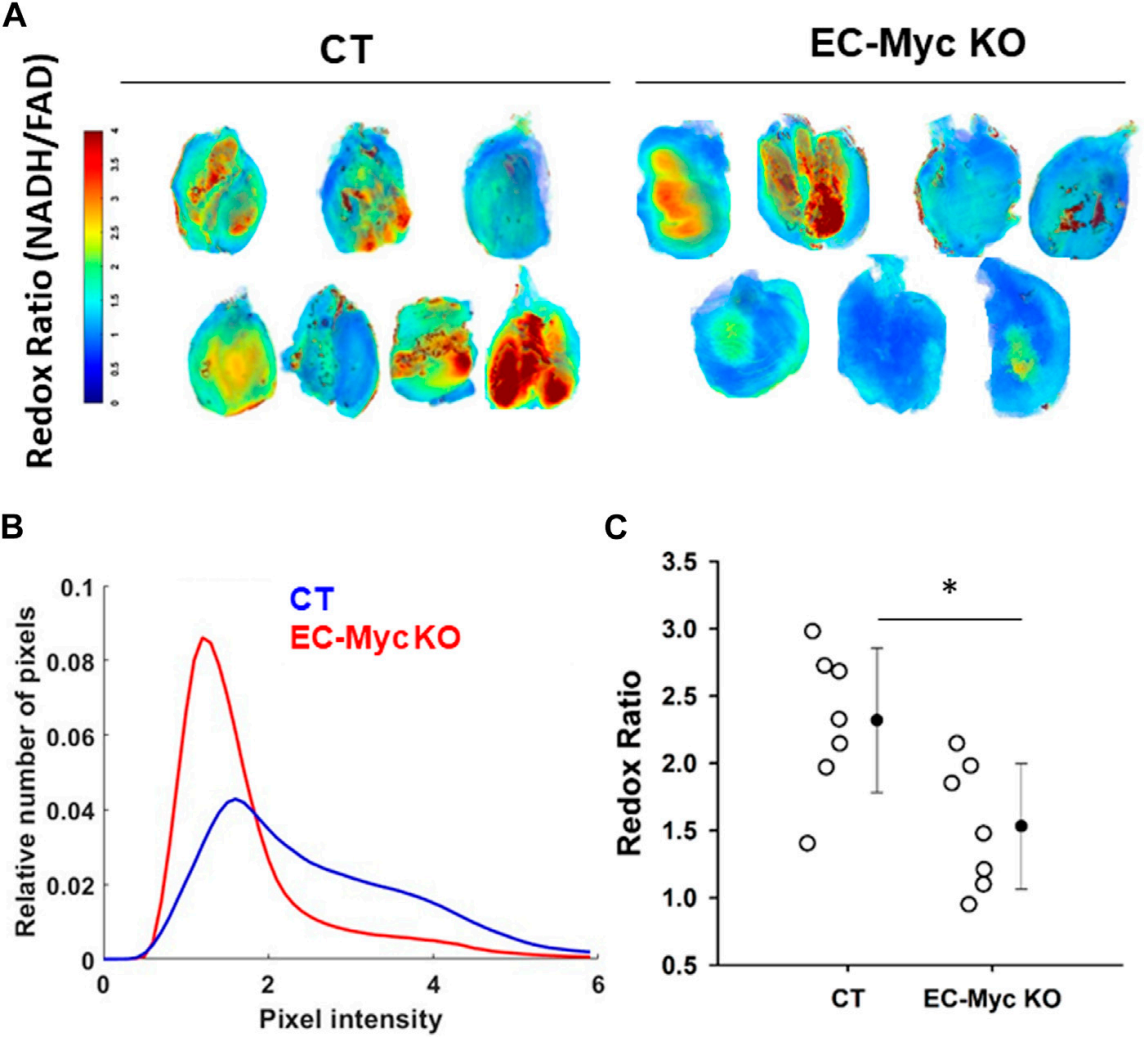
Analysis of redox ratio in control and endothelial c-Myc knockout skeletal muscle. **(A)** Normalized intensities of redox ratio. For each group, seven representative muscle images are presented. **(B)** Histogram plot showing decrease in redox ratio in skeletal muscle of endothelial c-Myc knockout mice relative to control. **(C)** Average redox ratio of individual animals. Dots represent individual animals and filled circles represent the mean ± standard deviation. CT, Control (*n* = 7); EC-Myc KO, Endothelial c-Myc knockout (n = 7). *p < 0.05.

### 3.4 Overexpression of c-Myc in endothelial cells attenuates visceral fat accumulation and prevents systemic leptin release induced by western diet exposure

Our results described above indicate an important role for endothelial c-Myc in the maintenance of metabolic homeostasis. As such, we hypothesized that overexpression of c-Myc in endothelial cells would protect animals from developing overweight and obesity, as well as associated complications such as glucose intolerance and cardiovascular disease. To test this hypothesis, we performed a series of experiments in which we challenged control (CT) and endothelial c-Myc overexpression (EC-Myc OE) mice with a western-style high-fat diet (WD) over a period of 20 weeks. Exposure to WD promoted a gradual increase in body weight in both CT and EC-Myc OE mice (Figure 6A). This effect was significantly attenuated around 5 weeks post-exposure in EC-Myc OE relative to CT (31.10 ± 0.55 vs. 33.03 ± 0.83 g, *p* = 0.035) (Figure 6B). At 10 weeks post-exposure, the difference in body weight between both groups was lost. However, analysis of fat deposits revealed significant attenuation by 22% in visceral adipose tissue accumulation in EC-Myc OE mice relative to CT (408 ± 26.3 vs. 522 ± 43.9 mg, *p* = 0.028) (Figure 6C). No significant differences were observed in epidydimal and brown adipose tissue.

**FIGURE 6:**
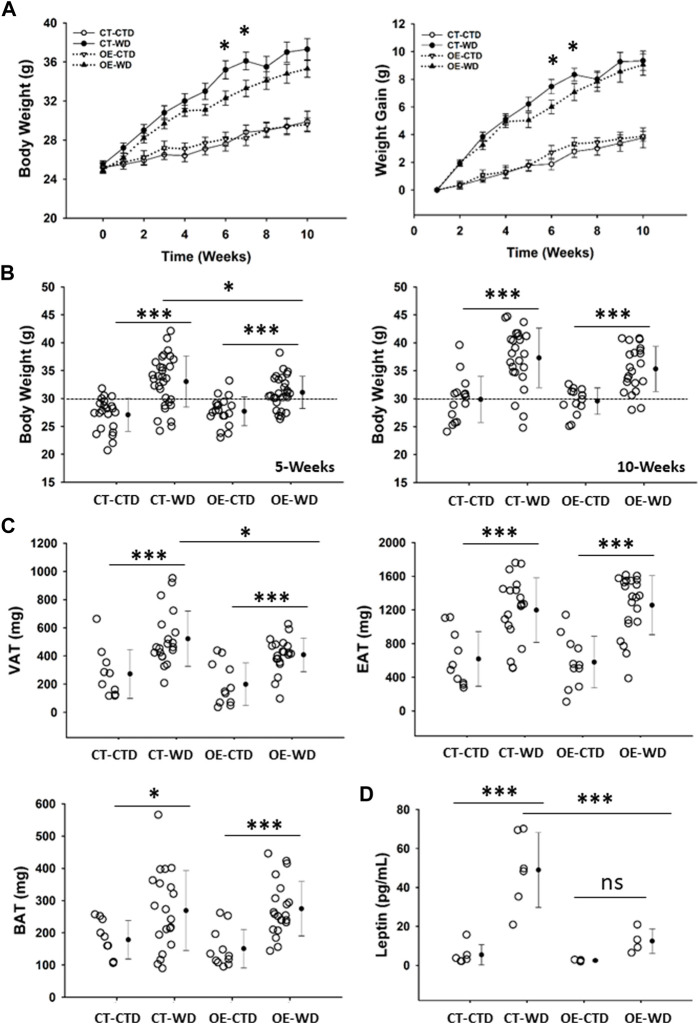
Gross phenotype analysis of control and endothelial c-Myc overexpression mice under exposure to western diet. **(A)** Longitudinal analysis of body weight and weight gain for a total period of 10 weeks. White and black symbols represent animals exposed to control and western diet, respectively. **(B)** Analysis of body weight at 5- and 10-weeks endpoints. **(C)** Quantification of visceral (VAT), epididymal (EAT) and brown (BAT) adipose tissue mass at 10-weeks endpoint. **(D)** Quantification of systemic leptin levels at 10-weeks endpoint. In A, results are represented as mean ± standard error. In all other graphs, dots represent individual animals, filled circles represent the mean ± standard deviation. CT, Control; OE, Endothelial c-Myc overexpression; CTD, control diet (*n* = 14–22); WD, western diet (*n* = 22–31); ns, non-significant. (*p < 0.05, ***p < 0.001).

Quantification of systemic leptin levels showed a significant increase in CT animals under WD exposure relative to the control diet (48.98 ± 7.85 vs. 5.39 ± 2.12 pg/mL, *p* < 0.001), while the response was prevented in EC-Myc OE mice (12.46 ± 3.13 vs. 2.47 ± 0.23 pg/mL, not significant). Our findings revealed significant differences between EC-Myc OE and CT under WD exposure (12.46 ± 3.13 vs. 48.98 ± 7.85 pg/mL, *p* < 0.001) (Figure 6D).

### 3.5 Overexpression of c-Myc in endothelial cells prevents the development of western diet-induced glucose intolerance

One of the major complications associated with obesity is the development of insulin resistance. CT and EC-Myc OE mice have similar fasting glucose levels under normal diet conditions. Exposure to WD for 5 weeks was sufficient to significantly raise basal glucose levels in both CT (164 ± 8 vs. 129 ± 13 mg/dL, *p* = 0.013) and EC-Myc OE (147 ± 8 vs. 121 ± 7 mg/dL, *p* = 0.048) mice relative to the control diet. However, after 10-weeks of exposure to WD, although basal glucose further increased in CT animals relative to control diet (184 ± 15 vs. 130 ± 5 mg/dL, *p* = 0.001), it remained the same in EC-Myc OE mice (148 ± 6 vs. 113 ± 8 mg/dL, *p* = 0.02). Our findings indicated significant differences in basal glucose between EC-Myc OE and CT mice in response to long-term exposure to WD (148 ± 6 vs. 184 ± 15 mg/dL, *p* = 0.014) (Figure 7A).

**FIGURE 7:**
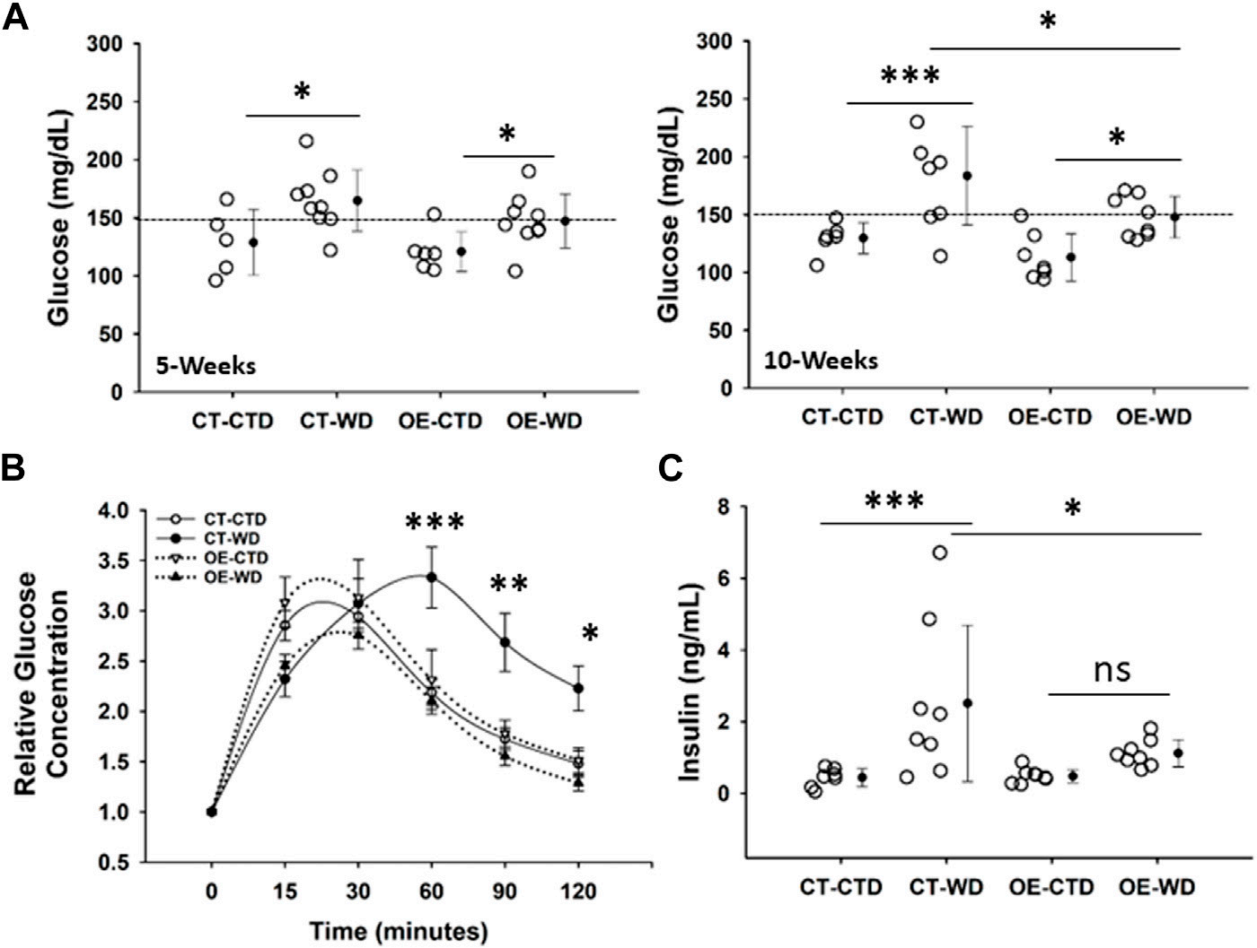
Analysis of glucose tolerance in control and endothelial c-Myc overexpression mice under exposure to western diet. **(A)** Basal glucose levels at 5- and 10-weeks. **(B)** Glucose tolerance test at 10-weeks. White and black symbols represent animals exposed to control and western diet, respectively. **(C)** Quantification of systemic insulin levels at 10-weeks endpoint. In B, results are expressed as fold change relative to baseline and represent the mean ± standard error. In all other graphs, dots represent individual animals and filled circles represent the mean ± standard deviation. CT, Control; OE, Endothelial c-Myc overexpression; CTD, control diet (*n* = 6–7); WD, western diet (8-9). *p < 0.05, **p < 0.005, ***p < 0.001.

We performed a glucose tolerance test (GTT) in all experimental groups to account for the development of glucose intolerance. Under the WD diet, the time to glucose peak in CT was longer than in EC-Myc OE (60 vs. 30 min). After 120 min, the level of glucose in EC-Myc OE mice under WD was almost completely back to baseline (211.00 ± 92.25 vs. 161.11 ± 43.44 mg/dL, 30% above baseline), while in CT animals, it remained significantly elevated (402.88 ± 121.50 vs. 183.83 ± 42.64 mg/dL, 120% above baseline) (Figure 7B).

At the 10-weeks endpoint, we measured systemic insulin levels and found a significant increase in CT animals exposed to WD relative to control diet (2.51 ± 2.18 vs. 0.44 ± 0.26 ng/mL, *p* = 0.001), which was significantly attenuated in EC-Myc OE animals (1.12 ± 0.38 vs. 0.48 ± 0.18 ng/mL, not significant). Our findings indicated significant differences in insulin levels between EC-Myc OE and CT mice in response to WD (1.12 ± 0.13 vs. 2.51 ± 0.77 ng/mL, *p* = 0.019) (Figure 7C).

### 3.6 Transcriptome analysis of skeletal muscle revealed significant differences between control and endothelial c-Myc overexpression mice in response to western diet exposure

The skeletal muscle plays an important role in energy metabolism (Mengeste et al., 2021). Based on our findings suggesting that endothelial c-Myc overexpression attenuates visceral fat accumulation and insulin resistance, we performed transcriptome analysis of skeletal muscle harvested from CT and EC-Myc OE mice. 

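EC-Myc OE mice carry a human c-Myc transgene that is switched on in endothelial cells when doxycycline is withdrawn, and their CT littermates lack the transactivator. RNA of soleus and gastrocnemius muscle was purified with poly-T beads, so that mainly polyadenylated messenger RNA was sequenced, in 14 libraries. By their labels, 3 libraries came from CT on control diet (CT-CTD), 3 from CT on WD (CT-WD), 4 from EC-Myc OE on control diet (OE-CTD) and 4 from EC-Myc OE on WD (OE-WD). The legend of Figure 8 gives n = 3 for CTD and n = 4 for WD, whereas by the labels the groups of 3 are both CT groups and the groups of 4 are both EC-Myc OE groups. Groups are named as the libraries are labelled, and a number after the group's name is the replicate. The labels and the paper's methods give 20 weeks on diet, and the paper's results give 10 weeks for the transcriptome.

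The authors deposited the number of reads counted on each of 54532 Ensembl genes, without normalization, and FPKM values, which scale the counts of a gene to its length and to a library total. The positions listed for the genes are those of GRCm38: of the 54409 gene identifiers shared with the GENCODE M21 annotation, 98.3% had the same chromosome, start and end. The counted reads per library were between 24101226 and 25054855 in CT-CTD (median 24807368), between 21833839 and 26518734 in CT-WD (median 23814408), between 22083340 and 28519159 in OE-CTD (median 24226483) and between 22033140 and 27698046 in OE-WD (median 26198262). Counts were normalized with edgeR's TMM method and tested with its quasi-likelihood test in a single model of the 4 groups, so that all 14 libraries shared the estimate of the spread between replicates. The filterByExpr rule removed genes with too few counts and left 15458 genes, and p-values were adjusted within each comparison by the Benjamini-Hochberg method. A gene was counted as altered when its fold change was over 1.5 and its adjusted p-value under 0.05. The number of genes at an unadjusted p-value under 0.05 is given beside it, because the paper's text names no adjustment for the RNA-seq. The typical variation of a gene between replicates, the biological coefficient of variation, was 17%. Levels of single genes are TMM-normalized CPM, counts scaled to a common library size.

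The mouse Myc gene (ENSMUSG00000022346, protein coding, chromosome 15 of GRCm38, 61985391 to 61990374, plus strand) was detected in every library, while reads of the human transgene were not analysed here. Its level was 4.59, 6.11 and 4.45 CPM in CT-CTD 1 to 3 and 8.71, 4.93 and 13.3 CPM in CT-WD 1 to 3. It was 6.63, 5.87, 6.84 and 3.06 CPM in OE-CTD 1 to 4 and 9.03, 5.61, 5.74 and 5.22 CPM in OE-WD 1 to 4. Mouse Myc did not separate EC-Myc OE from CT, with a log2 fold change of -0.49 (standard error 0.304, adjusted p = 0.442) between OE-WD and CT-WD, which ran from -0.78 without CT-WD 2 to -0.10 without CT-WD 3. Between OE-CTD and CT-CTD the log2 fold change was 0.16 (adjusted p = 0.863).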

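Between CT-WD and CT-CTD, 0 of the 15458 genes tested were altered >1.5-fold at an adjusted p-value under 0.05, and the smallest adjusted p in edgeR's test was 0.277. At an unadjusted p-value under 0.05, 471 genes were altered >1.5-fold, 335 upregulated and 136 downregulated. On the log2(FPKM + 1) scale, tested with limma, 0 genes passed the adjusted level in CT and 103 the unadjusted level, of which 82.5% were upregulated. Among the settings that kept the group names, the absence of the filter on low counts moved the adjusted count most, to 88 genes. CT-WD 1 had the largest influence of the single libraries, and without it 41 genes passed the adjusted level and 860 the unadjusted level. CT libraries with the same replicate number deviated together from their group means, and with these numbers as a block 1 gene was altered, Slc25a25 (log2 fold change 1.19), a gene named after its value was seen. By their animal labels CT-CTD 1 and CT-WD 1 form a series apart from the other CT libraries, which may underlie this joint deviation.

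Between OE-WD and OE-CTD, 1 gene was altered at the adjusted level. It was Zbtb16, with a log2 fold change of 1.23 (standard error 0.146, adjusted p = 0.00559 from edgeR's test). By the numbers in their animal labels, the OE-WD animals form a series apart from those of OE-CTD. Diet within EC-Myc OE thus cannot be told apart from a difference between series, such as litter or batch. At the unadjusted level 212 genes were altered, 106 in each direction. Without the filter on low counts there were 667 at this level. On the log2(FPKM + 1) scale there were 31 genes, 61.3% of them upregulated. At any fold, 650 of the 15458 genes had an unadjusted p under 0.05 in edgeR's test, against 1125 for diet in CT. The 650 are less than the share of 0.05 reached without any effect. The 212 genes, and the shared and exclusive genes counted from them, are thus not shown to respond. Without OE-CTD 1 the adjusted count in EC-Myc OE was 0, and without OE-WD 1 it was 2, Zbtb16 and Rpl41 (log2 fold change -1.27), the latter named after its value was seen. Without the filter on low counts it was 5, Zbtb16, Acsl3, Rabif, Gm29216 and Rps27a, the last pair named after their values were seen, and it was 11 with DESeq2 fitted to OE-WD and OE-CTD alone, a setting chosen after the data were seen. The adjusted count was higher still with the replicate number as a block, although the libraries of these groups share only a number. With the names CT-WD and OE-CTD exchanged between those groups, a setting chosen after the data were seen, the adjusted counts were 295 genes for CT and 87 for EC-Myc OE.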

Exposure to WD for 10 weeks had a significant impact on the gene expression profile of both CT (1016 genes altered >1.5-fold) and EC-Myc OE mice (666 genes altered >1.5-fold) relative to control diet. 

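No gene was altered in both CT and EC-Myc OE at the adjusted level (0 genes). At an unadjusted p-value under 0.05 and a fold change over 1.5 in each, 18 genes were shared, and 16 of them changed in the same direction. Across the tested genes, which are not independent replicates, the log2 fold changes of both diet comparisons had a Pearson correlation of 0.115. These comparisons have no library in common. Zbtb16 came closest to being shared, with a log2 fold change of 0.74 in CT (standard error 0.166, adjusted p = 0.337 from edgeR's test). It was the 1 gene shared at the adjusted level with DESeq2's Wald test, without the filter on low counts or without CT-WD 1. Without OE-WD 1 the shared gene was Rpl41 (log2 fold change -1.32 in CT), named after its value was seen. Without the filter on low counts 65 genes were shared at the unadjusted level. Leaving out single libraries gave between 15 and 35 genes, the highest without CT-CTD 1. With the names CT-WD and OE-CTD exchanged, 38 genes were shared at the adjusted level and 324 at the unadjusted level.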

Venn diagram analysis showed that both experimental groups shared common targets altered by diet exposure (243 genes) and that each experimental group had their own exclusive list of altered genes. It was noticeable that the number of genes in CT was almost double of what was found in EC-Myc OE (709 vs. 422 genes) (Supplementary Figure S4).

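Genes altered in CT and not in EC-Myc OE numbered 0 at the adjusted level and 453 at the unadjusted level, 323 upregulated and 130 downregulated. Genes altered in EC-Myc OE and not in CT numbered 1 and 194, the latter 94 upregulated and 100 downregulated. With 3 of the 4 EC-Myc OE libraries per diet, the number of replicates in CT, all genes altered in EC-Myc OE, shared or not, had a median over the 16 possible choices of 0 at the adjusted level and 196 at the unadjusted level, and exclusive genes were not counted in this setting. The count in CT depended on CT-WD 1, without which 40 genes were exclusive to CT at the adjusted level and 830 at the unadjusted level, and without it 0 were exclusive to EC-Myc OE at the adjusted level. A gene that passes in a single group is not shown to respond differently there, so the difference between both responses was tested gene by gene as the diet by genotype interaction. At the adjusted level 0 genes passed this test (smallest adjusted p = 0.675 in edgeR's test) and 417 genes passed at the unadjusted level. DESeq2's Wald test called 3 interaction genes, Mylk4, Acsl3 and Gm11716, with log2 differences of 0.77, 1.12 and -0.71. Mylk4 and Gm11716 were named after their values were seen. Without the filter on low counts 29 interaction genes passed the adjusted level, the largest number of any setting. With the names CT-WD and OE-CTD exchanged, the exclusive genes numbered 257 in CT and 49 in EC-Myc OE at the adjusted level.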

Comparison of the transcriptome profiles of WD-treated groups showed a total of 207 genes (128-up and 79-down) significantly altered >1.5-fold in EC-Myc OE (OE-WD) relative to CT (CT-WD). 

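In OE-WD relative to CT-WD, 87 genes were altered >1.5-fold at an adjusted p-value under 0.05, 39 upregulated and 48 downregulated. At the unadjusted level there were 887 genes, 513 upregulated and 374 downregulated. The adjusted count rested on single libraries, with 905 genes without CT-WD 1 and 4 genes without OE-WD 2. It was 309 with DESeq2's Wald test and 4 when the model held only OE-WD and CT-WD. Those 4 genes were Syne1, Spns2, Eya4 and Map3k6, all downregulated, and they were named after their values were seen. With the names CT-WD and OE-CTD exchanged, the comparison gave 1 gene at the adjusted level and 212 at the unadjusted level.

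Among altered genes with a symbol, a mean of at least 1 CPM and no overlap between the libraries of both groups, the 3 largest increases were those of Ciart, Kctd12b and Dbp, and the 3 largest decreases those of 4931413K12Rik, Fkbp5 and Kcnf1. Dbp (ENSMUSG00000059824, protein coding, chromosome 7, 45705088 to 45710203, plus strand) encodes a transcription factor of the circadian clock and had 120.7 ± 21.7 CPM (SD, n = 4) in OE-WD and 48.3 ± 11.2 CPM (SD, n = 3) in CT-WD. Its log2 fold change was 1.32 (standard error 0.164, adjusted p = 0.0032 from edgeR's test) and stayed between 1.16 and 1.50 with each library left out in turn. Ciart (ENSMUSG00000038550, chromosome 3, 95878503 to 95882251) rose by 1.88 on the log2 scale (adjusted p = 0.0282), from 2.76 ± 1.31 CPM (SD, n = 3) to 10.2 ± 2.91 CPM (SD, n = 4). Kctd12b (ENSMUSG00000041633, chromosome X, 153685154 to 153696391) rose by 1.34 (adjusted p = 0.0322). Fkbp5 (ENSMUSG00000024222, protein coding, chromosome 17, 28399094 to 28517527, minus strand), a co-chaperone of the glucocorticoid receptor, had 28.1 ± 7.38 CPM (SD, n = 4) in OE-WD and 105.2 ± 52.6 CPM (SD, n = 3) in CT-WD. Its log2 fold change was -1.91 (standard error 0.397, adjusted p = 0.0399), between -2.27 and -1.64 with each library left out. Kcnf1 (ENSMUSG00000051726, chromosome 12, 17172100 to 17176888) fell by 1.69 (adjusted p = 0.0322). The noncoding transcript 4931413K12Rik (ENSMUSG00000085088, chromosome 11, 75589665 to 75594771) fell by 1.92 (adjusted p = 0.0278). Its locus overlaps the antisense gene Pitpna, with a mean of 127 CPM, and Dbp overlaps the antisense gene Sphk2, with a mean of 18 CPM. Ciart overlaps the antisense gene C920021L13Rik, with a mean of 0.936 CPM. The paper's text does not say whether reads were counted by strand, so these 3 genes are uncertain to the extent that such reads were shared. Across the 9 tested clock genes of the Dbp phase the median log2 fold change between OE-WD and CT-WD was 0.44, and across the 6 of the opposite phase it was -0.30. Across 19 glucocorticoid-responsive genes, Fkbp5 among them, the median was -0.91.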

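Zbtb16 (ENSMUSG00000066687) is a protein-coding gene on chromosome 9 of GRCm38, from 48654297 to 48836222 on the minus strand. It had 100.2 ± 20.9 CPM (SD, n = 4) in OE-WD, 144.7 ± 32.6 CPM (SD, n = 3) in CT-WD and 42.7 ± 3.25 CPM (SD, n = 4) in OE-CTD. Relative to CT-WD, its log2 fold change in OE-WD was -0.53 (standard error 0.153, adjusted p = 0.111 from edgeR's test). The adjusted p of this decrease was under 0.05 with DESeq2's Wald test (0.0364) and without the filter on low counts (0.0143). The fold was then -1.449 and -1.444, short of the 1.5-fold limit. The adjusted p was also under 0.05 without CT-WD 1 (0.0191) and without OE-WD 1 (0.0316). Over all settings that kept the group names the adjusted p ran from 0.0143 to 0.578. Relative to OE-CTD the same OE-WD libraries were higher, by a log2 fold change that stayed between 1.07 and 1.28 with each library left out.

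Acsl3 (ENSMUSG00000032883, protein coding, chromosome 1, 78657825 to 78707743, plus strand) had 29.8 ± 1.54 CPM (SD, n = 4) in OE-WD, 26.6 ± 8.10 CPM (SD, n = 3) in CT-WD and 19.0 ± 1.67 CPM (SD, n = 4) in OE-CTD. Its log2 fold change in OE-WD was 0.17 relative to CT-WD (standard error 0.163, adjusted p = 0.648), within the spread between replicates, and it was between 0.0068 without CT-WD 3 and 0.44 without CT-WD 2. Relative to OE-CTD it was 0.65 (standard error 0.152, adjusted p = 1, unadjusted p = 0.000651 in edgeR's test). Rabif (ENSMUSG00000042229, protein coding, chromosome 1, 134494648 to 134508774, plus strand) had 36.1 ± 7.08 CPM (SD, n = 4) in OE-WD, 41.6 ± 11.3 CPM (SD, n = 3) in CT-WD and 17.7 ± 5.06 CPM (SD, n = 4) in OE-CTD. Relative to CT-WD, the log2 fold change was -0.21 (standard error 0.248, adjusted p = 0.717), and it was 0.039 without CT-WD 1. Relative to OE-CTD it was 1.03 (standard error 0.237, adjusted p = 1, unadjusted p = 0.000519 in edgeR's test). Rrad (ENSMUSG00000031880, protein coding, chromosome 8, 104628070 to 104631327, minus strand) had 10.9 ± 1.98 CPM (SD, n = 4) in OE-WD, 15.9 ± 9.34 CPM (SD, n = 3) in CT-WD and 17.1 ± 1.81 CPM (SD, n = 4) in OE-CTD. Its log2 fold change was -0.55 relative to CT-WD (standard error 0.503, adjusted p = 0.626), between -0.96 without CT-WD 2 and -0.18 without CT-WD 1. Relative to OE-CTD it was -0.65 (standard error 0.469, adjusted p = 1). The increases of Acsl3 and Rabif relative to OE-CTD passed the adjusted level in edgeR's test without the filter on low counts. With DESeq2 fitted to this pair of groups, a setting chosen after the data were seen, the adjusted p was 1.55e-06 for Acsl3, 0.000613 for Rabif and 0.019 for Rrad, whereas DESeq2 in the model of all 4 groups called none of the 3. On this pair DESeq2 gave folds of 1.564, 2.042 and -1.57 for Acsl3, Rabif and Rrad, with p of 2.39e-10, 2.37e-07 and 1.61e-05. Each lies within 1 unit of the last digit that the paper prints for OE-WD relative to CT-WD. Acsl3, Rabif and Rrad each overlap another annotated gene, Utp14b, Gm25612 and Gm33023, with means of 0.843, 0.426 and 0.161 CPM.

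**Figure D1:**
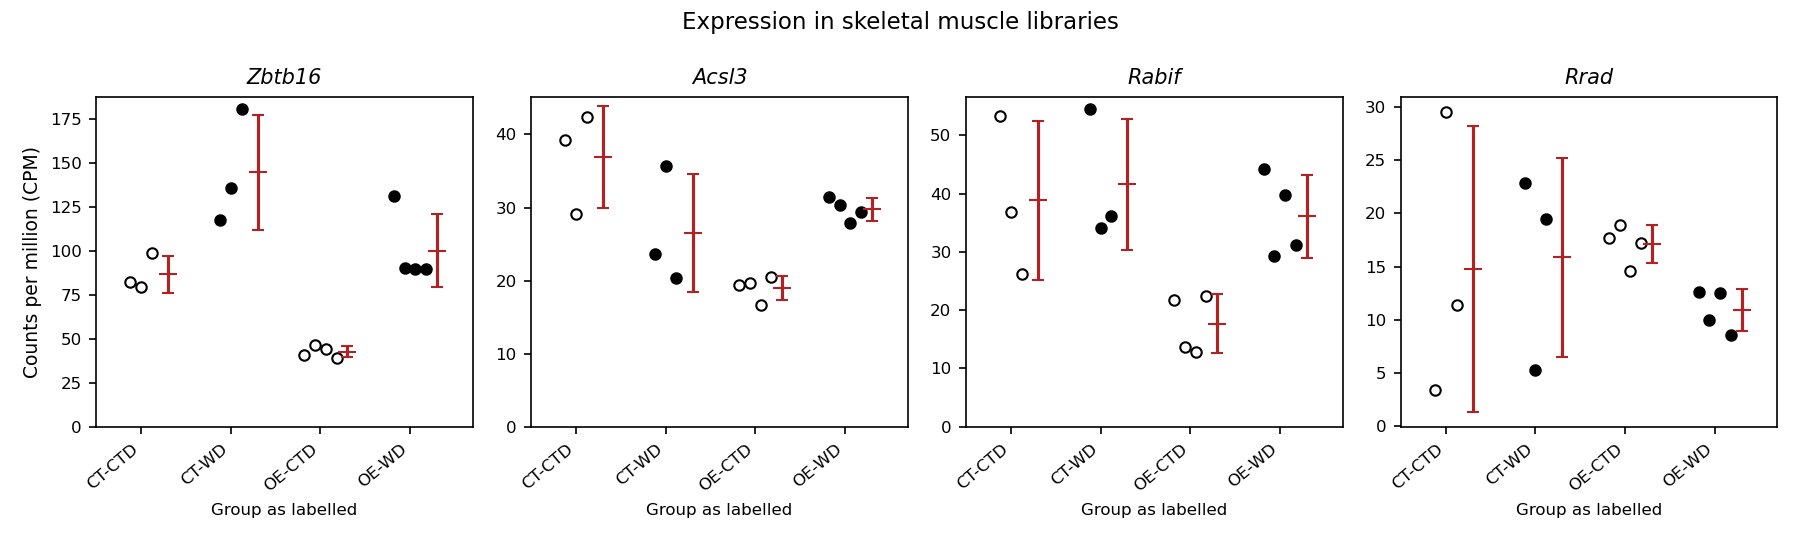
TMM-normalized CPM (counts scaled to a common library size, vertical axis) of Zbtb16, Acsl3, Rabif and Rrad in the 14 skeletal muscle libraries by group as labelled (horizontal axis). Points are libraries, open for control diet and filled for WD, and red marks are the mean ± SD of 3 (CT) or 4 (OE) libraries. Zbtb16 has its lowest mean, 42.7 CPM, in OE-CTD and its highest, 144.7 CPM, in CT-WD.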

Among the most significantly altered targets, we identified *Zbtb16* (2.35-fold, *p* = 1.39 × 10^−19^, *Acsl3* (1.56-fold, *p* = 2.4 × 10^−10^) and *Rabif* (2.04-fold, *p* = 2.36 × 10^−07^) as the top upregulated genes, and *Rrad* (−1.57-fold, *p* = 1.61 × 10^−5^) as the top downregulated. The top canonical pathways identified by Ingenuity software analysis that are affected by endothelial c-Myc expression are shown in Supplementary Figure S5. The S100 Family Signaling was among the top 5, comprising up- and downregulated genes. Some of the targets in this pathway include *S100a3* (6.9-fold, *p* = 0.009, *S100a14* (2.6-fold, *p* = 0.043) and *Wnt10a* (3.96-fold, *p* = 0.002).

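All 3 genes had few reads. S100a3 (ENSMUSG00000001021, protein coding, chromosome 3 of GRCm38, 90560578 to 90602702, plus strand) had 0 counts in each CT-CTD library, 0 or 1 in CT-WD, 0 to 4 in OE-CTD and 4, 1, 12 and 38 in OE-WD 1 to 4, so that it was removed by the filter on low counts. Because every CT-WD library was at or below 3 counts, the limit that a count of 0 allows, only a lower bound of its fold can be given. The mean in OE-WD was at least 4.32-fold higher than that limit in CT-WD, which covers counting error only. OE-WD 4 decided this bound, which was 1.81-fold without that library and 5.65-fold without OE-WD 2. In edgeR's test without the filter on low counts its adjusted p was 0.034. In the 6 fits that each left out a CT library, where the filter keeps the gene, it was between 0.0936 and 0.393. Across the 8 EC-Myc OE libraries its level followed that of hair follicle marker genes (Pearson r = 0.742, exact permutation p = 0.0338, adjusted p = 0.05, Spearman rho = 0.293, exact permutation p = 0.483), a relation that rests on OE-WD 4 and OE-WD 3, since r was -0.347 without them. S100a3 shares its locus with S100a2, which had no reads.

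S100a14 (ENSMUSG00000042306, protein coding, chromosome 3, 90526856 to 90528837, plus strand) had between 0 and 38 counts per library, which was 0.973 ± 0.506 CPM (SD, n = 4) in OE-WD, 0.501 ± 0.619 CPM (SD, n = 3) in CT-WD and 0.374 ± 0.340 CPM (SD, n = 4) in OE-CTD. Its log2 fold change was 0.89 relative to CT-WD (standard error 0.96, adjusted p = 0.684 from edgeR's test), 2.57 without CT-WD 1 and 0.35 without CT-WD 2. Relative to OE-CTD it was 1.34 (standard error 0.906, adjusted p = 1). Its level followed that of epidermis marker genes across the 8 EC-Myc OE libraries (Pearson r = 0.968, exact permutation p = 4.96e-05, adjusted p = 0.000198 over 12 such correlations, Spearman rho = 0.976, exact permutation p = 0.000397), and r was 0.929 without OE-CTD 4 and OE-WD 3, the libraries farthest from the median. Wnt10a (ENSMUSG00000026167, protein coding, chromosome 1, 74791516 to 74804179, plus strand) had between 2 and 19 counts per library, which was 0.515 ± 0.203 CPM (SD, n = 4) in OE-WD, 0.349 ± 0.207 CPM (SD, n = 3) in CT-WD and 0.129 ± 0.0431 CPM (SD, n = 4) in OE-CTD. Against CT-WD the log2 fold change was 0.52 (standard error 0.516, adjusted p = 0.654), between 0.21 without CT-WD 3 and 1.12 without CT-WD 1. Relative to OE-CTD it was 1.94 (standard error 0.536, adjusted p = 1, unadjusted p = 0.00242 in edgeR's test). The correlation of Wnt10a with the epidermis genes over the EC-Myc OE libraries was r = 0.665 (exact permutation p = 0.0587, adjusted p = 0.0704, Spearman rho = 0.69, exact permutation p = 0.0694), and 0.298 without OE-CTD 4 and OE-WD 3. Unfiltered DESeq2 on OE-WD and OE-CTD alone, chosen after the values were seen, gave folds of 6.903, 2.577 and 3.957 for S100a3, S100a14 and Wnt10a. Its p-values were 0.00902, 0.0429 and 0.00238. Each lies within 1 unit of the last digit that the paper prints for these genes.

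**Figure D2:**
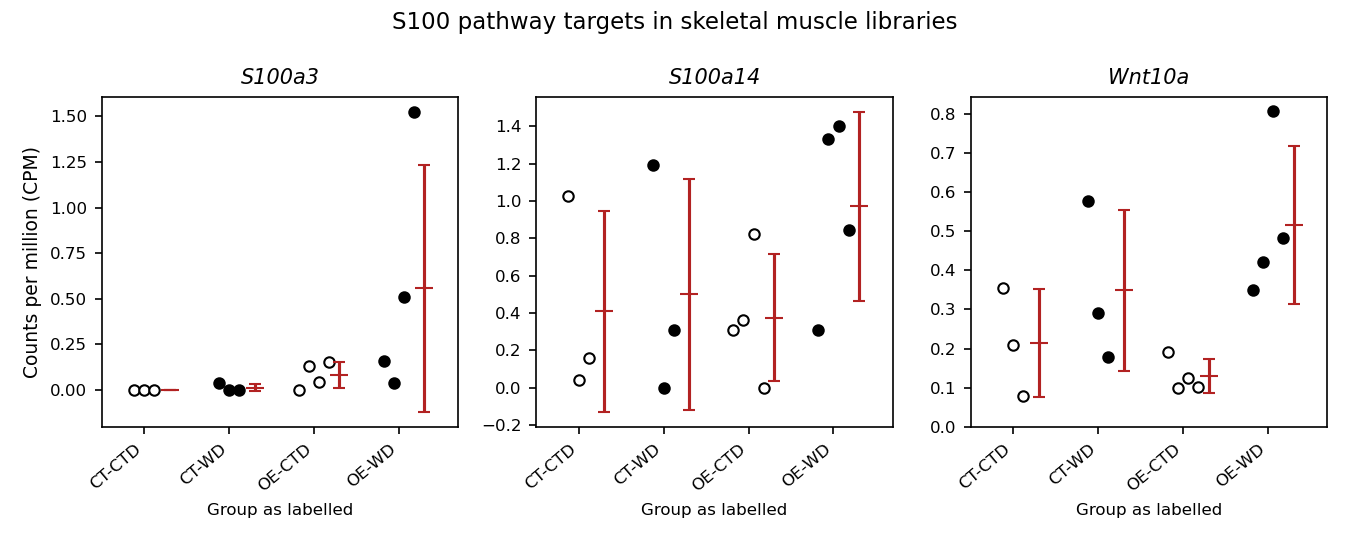
TMM-normalized CPM (counts scaled to a common library size, vertical axis) of S100a3, S100a14 and Wnt10a in the 14 skeletal muscle libraries by group as labelled (horizontal axis). Points are libraries, open for control diet and filled for WD, and red marks are the mean ± SD of 3 (CT) or 4 (OE) libraries. The mean of S100a3 in OE-WD rests on OE-WD 4, at 1.53 CPM, and S100a14 overlaps between all groups.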

We next analyzed the transcriptome profile associated with the exclusive response of EC-Myc OE and CT to WD relative to control diet (CTD). Pathway Analysis of upregulated genes differentially expressed showed significant increase in targets associated with extracellular matrix organization, collagen metabolism and organization for both groups. 

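Collagen genes were taken as all 40 tested genes with a Col symbol, and extracellular matrix organization as a list of 31 tested genes. The median log2 fold change of the collagen genes was 0.21 in CT-WD relative to CT-CTD, with 28 of 40 genes higher (adjusted p = 0.222 from limma's camera test, with a preset correlation of 0.01 between genes). In OE-WD relative to OE-CTD it was 0.11, with 23 of 40 genes higher (adjusted p = 0.684). The extracellular matrix list had a median of 0.33 in CT, with 28 of 31 genes higher (adjusted p = 0.00293), and of 0.060 in EC-Myc OE, with 19 of 31 higher (adjusted p = 0.798). In CT these directions depended on CT-WD 1, without which the medians were -0.16 for collagen and -0.058 for the extracellular matrix. In EC-Myc OE they depended on OE-WD 2 and OE-CTD 4. Without OE-WD 2 the medians were -0.12 and -0.17, and without OE-CTD 4 they were -0.015 and -0.071. The collagen set passed camera's adjusted level in CT without CT-WD 2 (median 0.32, adjusted p = 0.00553) or CT-WD 3 (median 0.27, adjusted p = 0.0363), and in EC-Myc OE without OE-WD 1 (median 0.19, adjusted p = 0.0342). The direction in EC-Myc OE was also not held by the score of each list, the median of its genes' log2 CPM in each library, which differed by -0.0107 for collagen and -0.0229 for the extracellular matrix between OE-WD and OE-CTD. The median of all tested genes moved by less than 0.1 on the log2 scale under every scaling. The names CT-WD and OE-CTD were also exchanged, after the data were seen. Collagen medians for diet were then 0.67 in CT and 0.64 in EC-Myc OE, and matrix medians 0.95 and 0.59, rises as in the paper. Adjusted p from fry in limma was 0.0484 and 0.0768 for collagen and 0.0409 and 0.0928 for the matrix. With this exchange 0 of the 5 series of animal labels hold both diets.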

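The 80 tested genes of oxidative phosphorylation complexes were lower in OE-WD than in OE-CTD, with a median log2 fold change of -0.17 and 1 gene of 80 higher (adjusted p = 2.19e-26 from camera in limma). In CT-WD relative to CT-CTD they were higher, with a median of 0.13 and 78 of 80 genes higher (adjusted p = 7.56e-10). Within EC-Myc OE the animals on WD and on control diet belong to different series of animal labels. A difference between series cannot be told apart from diet there. With each library left out in turn, the median stayed between -0.19 and -0.13 in EC-Myc OE and between 0.07 and 0.21 in CT, the highest without CT-WD 1. The 25 genes of fatty acid oxidation had a median of -0.14 in EC-Myc OE, with 5 genes higher (adjusted p = 4.37e-06), and of 0.031 in CT, with 19 genes higher (adjusted p = 0.197). The CT value was -0.025 without CT-CTD 2 and -0.0088 without CT-CTD 1. The 18 glycolysis genes had a median of -0.032 in EC-Myc OE (adjusted p = 0.776) and of 0.095 in CT (adjusted p = 0.267). Their median in EC-Myc OE was 0.026 without OE-CTD 4. In CT, glycolysis passed the adjusted level without CT-CTD 2 (median 0.14, adjusted p = 0.0228) or CT-WD 1 (median 0.17, adjusted p = 0.0427), and fatty acid oxidation without CT-CTD 3 (median 0.11, adjusted p = 0.000472). Camera treats genes of a set as nearly independent. Under fry, which keeps the correlation between genes, 0 of the 4 calls among these sets and the matrix genes held, with adjusted p = 0.672 for extracellular matrix in CT, 0.275 for oxidative phosphorylation in CT, and 0.0787 and 0.272 for oxidative phosphorylation and fatty acid oxidation in EC-Myc OE. The difference between both diet responses was tested directly on the score of the set. For oxidative phosphorylation it was -0.269 on the log2 scale (exact, two-sided permutation test over 1400 regroupings, p = 0.02, adjusted p = 0.255 over 47 such tests). The regroupings exchanged diet labels within each genotype, so this p is exact only where diet has no effect in either.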

Analysis of downregulated genes revealed interesting differences between groups, including pathways associated with metabolism (Supplementary Figure S6). We focused our analysis on functions specifically related to metabolic disease based on our physiological and pathological findings. Both experimental groups showed changes in the expression of genes associated with diabetes, obesity, insulin resistance/sensitivity, glucose metabolism disorders, weight gain and energy homeostasis. However, the CT group showed a much higher number of genes altered under these function categories than EC-Myc OE (Figure 8). Interestingly, our analysis revealed other metabolic functions for EC-Myc OE that could account for the beneficial effects we observed. Some of the genes differentially expressed EC-Myc OE muscle have been related to weight loss, energy expenditure and glucose tolerance. Among the genes under these exclusive categories, we identified *Socs3* (−1.83-fold, *p* = 0.009) as a common target in multiple pathways.

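Socs3 (ENSMUSG00000053113) is a protein-coding gene on chromosome 11 of GRCm38, from 117966079 to 117970047 on the minus strand, and encodes a suppressor of cytokine signaling. It had 3.86 ± 1.24 CPM (SD, n = 4) in OE-WD and 8.26 ± 3.70 CPM (SD, n = 4) in OE-CTD, a log2 fold change of -1.10 (standard error 0.451, adjusted p = 1 from edgeR's test, unadjusted p = 0.0274). The log2 fold change was between -1.36 without OE-CTD 4 and -0.87 without OE-CTD 3. In CT it had 7.04 ± 3.17 CPM (SD, n = 3) on WD and 4.16 ± 3.25 CPM (SD, n = 3) on control diet, a log2 fold change of 0.77 (adjusted p = 0.85). The difference between these responses was -1.86 in edgeR's interaction test (adjusted p = 0.831, unadjusted p = 0.016). In OE-WD relative to CT-WD the log2 fold change was -0.87 (standard error 0.482, adjusted p = 0.382). No setting brought the decrease in EC-Myc OE past the adjusted level, with adjusted p-values from 0.055 to 1 over the settings that kept the group names. The paper found functions of weight loss, energy expenditure and glucose tolerance in EC-Myc OE alone, and Socs3 in several of them, and from this it proposes that such functions and genes could account for the protection it observed.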

**FIGURE 8:**
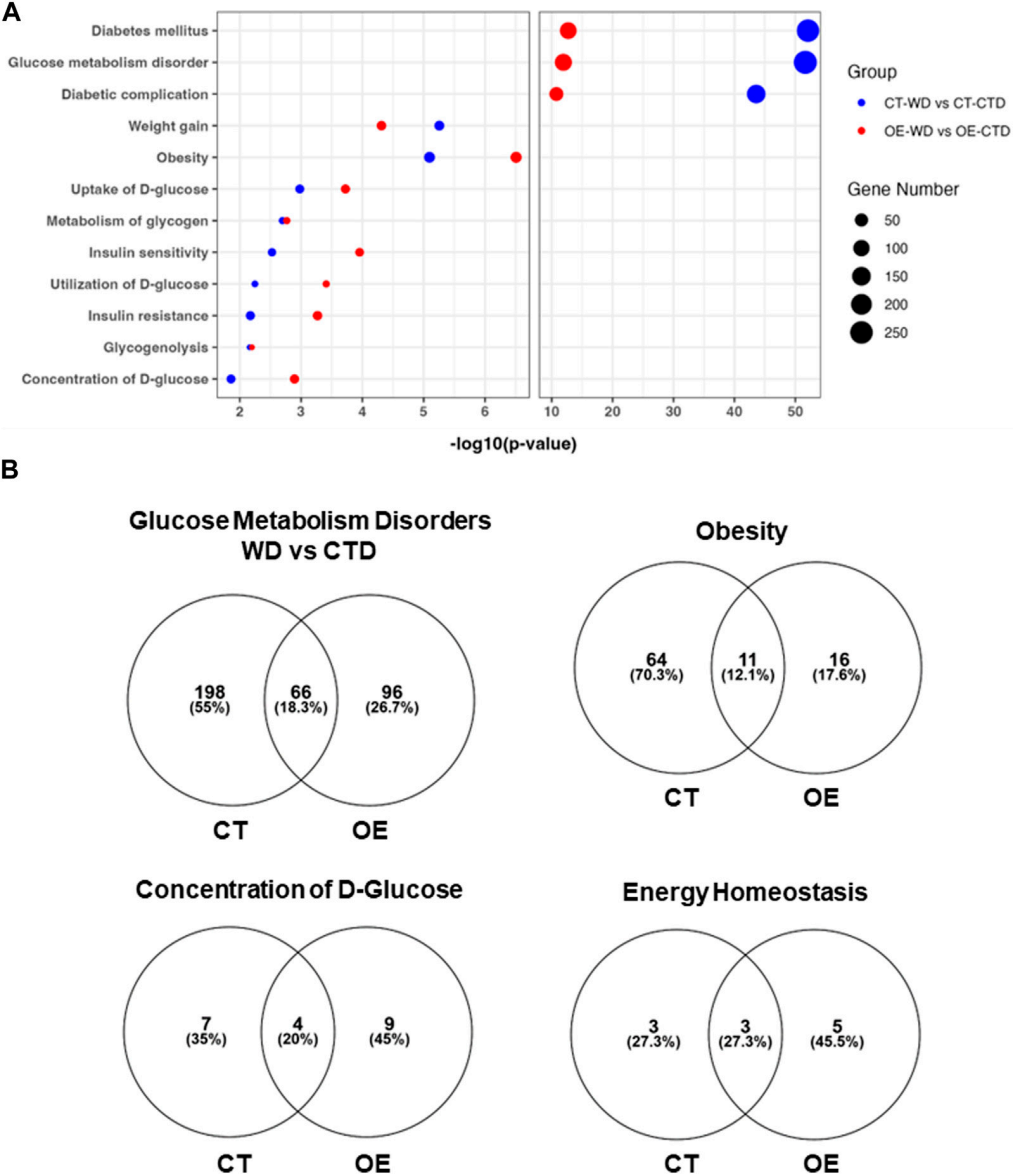
Transcriptome analysis of skeletal muscle from control and endothelial c-Myc overexpression mice. **(A)** Top metabolic-related diseases and functions affected by western diet exposure in control and endothelial c-Myc overexpression mice relative to control diet. **(B)** Venn diagram analysis showing the number of gene targets altered by western diet exposure in each metabolism-related disease or function. CT, Control; OE, Endothelial c-Myc overexpression; CTD, control diet (*n* = 3); WD, western diet (*n* = 4).

### 3.7 Endothelial c-Myc overexpression prevents western diet-induced cardiovascular dysfunction and remodeling

Obesity is a major risk factor associated with the development of cardiovascular disease. Based on the protective effect of endothelial c-Myc overexpression described above, we performed cardiovascular assessment of animals exposed to control and WD for 18 weeks by echocardiography. It is noticeable from looking at our data that endothelial c-Myc overexpression prevents several functional and structural diet-induced alterations observed in controls. CT animals showed an increase in myocardial performance index (MPI) relative to those fed control diet (0.54 ± 0.08 vs. 0.39 ± 0.04, *p* = 0.008), which was related to an increase in isovolumetric contraction time (IVCT) (10.56 ± 1.73 vs. 6.25 ± 1.10 m, *p* = 0.007). No significant changes in isovolumetric contraction time (IVRT) were observed. In addition, CT mice showed an increase in E/A ratio (3.99 ± 1.15 vs. 1.31 ± 0.13, *p* = 0.02). Interestingly, no significant changes in functional parameters were found in EC-Myc OE mice exposed to WD. At structural level, WD induced a significant increase in CT left ventricular mass (154.71 ± 12.50 vs. 114.12 ± 13.07 mg, *p* < 0.001), whereas no changes were found in EC-Myc OE (Figure 9). However, significant changes in wall thickness were found in both CT and EC-Myc OE mice after exposure to WD. We observed that EC-Myc OE mice under normal diet showed some baseline changes relative to CT, such as an increased fractional shortening (41.82% ± 1.78% vs. 32.64% ± 4.16%, *p* = 0.008), a reduced systolic diameter (1.94 ± 0.15 vs. 2.56 ± 0.39, *p* = 0.025) and increased thickness of the left ventricle posterior wall during systole (1.73 ± 0.18 vs. 1.30 ± 0.28 mm, *p* = 0.014) and diastole (1.33 ± 0.12 vs. 0.91 ± 0.25 mm, *p* = 0.008). A summary of all cardiac parameters is presented in Supplementary Table S3).

**FIGURE 9:**
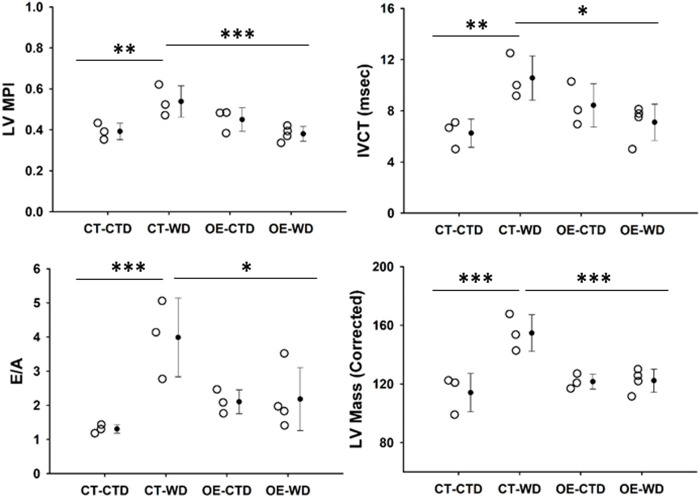
Transthoracic echocardiography analysis of control and endothelial c-Myc overexpression mice. Animals were analyzed after 18-weeks under control and western diet. **(A)** Myocardial performance index (MPI). **(B)** Isovolumetric contraction time (IVCT). **(C)** E/A ratio. **(D)** Left ventricular mass. Dots represent individual animals and filled circles represent the mean ± standard deviation. LV, Left ventricle; CT, Control; OE, Endothelial c-Myc overexpression; CTD, control diet (*n* = 3–4); WD, western diet (*n* = 3–4). *p < 0.05, **p < 0.01, ***p < 0.005.

## 4 Discussion

In this study, we aimed to elucidate the role of endothelial c-Myc in metabolic homeostasis. Our findings underscore a novel endothelial-mediated mechanism associated with the maintenance of metabolic and cardiovascular health regulated by c-Myc.

Aging and exposure to stress factors have been reported to cause endothelial dysfunction, which is an early predictor of multiple pathological conditions, including obesity, diabetes, and cardiovascular disease (Engin, 2017; Donato et al., 2018; Haybar et al., 2019; Kajikawa and Higashi, 2022). However, recognizing endothelial dysfunction as a cause or an effect in disease conditions needs further investigation. Endothelial cells play a fundamental role in maintaining vascular tone, and impaired vasorelaxation is a primary sign of endothelial dysfunction (Donato et al., 2018). Our results show that depletion of c-Myc in endothelial cells is sufficient to decrease acetylcholine-induced vasorelaxation, supporting previous studies that this transcription factor is essential for maintenance of endothelial function (Baudino et al., 2002; He et al., 2008; Rodrigues et al., 2008; Kokai et al., 2009; Hurley et al., 2010; Florea et al., 2013; Qi et al., 2022).

A key finding of our study is the link between endothelial c-Myc loss and metabolic disturbances. We observed an age-dependent increase in body weight and adiposity with c-Myc depletion from the endothelium that was associated with significant decrease in metabolic parameters supporting a novel essential role for endothelial c-Myc in regulating energy metabolism. Importantly, these findings were backed up by our results on endothelial c-Myc overexpression in the context of obesity, which attenuates visceral fat accumulation and prevents insulin resistance and cardiac dysfunction. The relevance of c-Myc for metabolic homeostasis has been reported, but mostly on non-endothelial cell types. Contrarily to our findings, global c-Myc haploinsufficiency has been related to high metabolic rate without changes in adipose tissue mass relative to controls during aging (Hofmann et al., 2015). Exposure to high-fat diet leads to upregulation of c-Myc expression in adipose tissue and intestines (Liu et al., 2017; Luo et al., 2021). Overexpression of c-Myc in β-cells has been associated with the development of diabetes (Laybutt et al., 2002; Cheung et al., 2010), while reduction in c-Myc expression in intestinal cells was shown to improve high-fat-diet-induced obesity and insulin resistance (Luo et al., 2021). Despite these contradictory findings, which would be difficult to reconcile considering the differences in experimental models used, other work supports a protective role for c-Myc as we observed. Multiple lines of evidence suggest that some increment in c-Myc levels is likely beneficial. Recently, we have shown that loss of c-Myc endothelial cells leads to liver fibrosis (Qi et al., 2022). In hepatocytes, c-Myc is essential to drive proliferation during liver regeneration (Zhang et al., 2018; Wang et al., 2022), and overexpression of c-Myc in the liver has been shown to prevent obesity and insulin resistance (Riu et al., 2002; Riu et al., 2003). In pancreatic β-cells, c-Myc has been shown to promote proliferation as part of an adaptation response to glucose exposure (Puri et al., 2018; Rosselot et al., 2019). Treatment of β-cells the small molecule harmine promotes mitogenesis through a mild increase in c-Myc expression (Wang et al., 2015), suggesting the potential targeting of c-Myc in diabetes to improve insulin production.

Whole body metabolism involves crosstalk between multiple organ systems and endothelial cells serve as the interface of this communication, transmitting signals that will impact tissue response according to environmental cues (Castillo-Armengol et al., 2019; Katagiri, 2023). The most evident effect we observed upon knockout of endothelial c-Myc was an increase in adiposity. Our findings were associated with a raise in leptin levels, which is mostly produced by adipose tissue (Kiernan and MacIver, 2020). Although we observed a significant increase in adiposity in male and female EC-Myc-KO mice relative to CT, we found interesting sex-specific differences in the mechanisms associated with adipose tissue expansion. Sex-related differences in adipose tissue distribution have been reported and seem to play a role in the development of obesity and type-2 diabetes (Tchoukalova et al., 2010a; Gavin and Bessesen, 2020). However, the mechanisms involved are not fully understood. The expansion of adipose tissue can be driven by the formation of new adipocytes (hyperplasia), increase in lipid storage (hypertrophy) and/or reduced lipid breakdown (Li and Spalding, 2022). In EC-Myc KO males, even though we did not observe changes in adipocyte number, we found significant alteration in adipocyte size frequency, with higher accumulation of very large adipocytes, suggesting a hypertrophic mechanism. On the other hand, EC-Myc KO females showed an increase in adipocyte numbers, suggesting a hyperplasia response. These findings are supported by previous studies in humans, indicating that adipose tissue in males involves adipocyte hypertrophy and in females, hyperplasia (Tchoukalova et al., 2008; Tchoukalova et al., 2010b). Our findings suggest a novel endothelial-mediated mechanism driven by c-Myc in adipose tissue morphogenesis.

The skeletal muscle plays an important role in energy metabolism and the crosstalk between endothelial and skeletal muscle cells is essential for energy balance, including insulin-dependent glucose metabolism (Mengeste et al., 2021; Pepe and Albrecht, 2023). One of the most remarkable results from our study was the prevention of glucose intolerance by endothelial c-Myc overexpression in response to high-fat diet exposure. Transcriptome analysis of skeletal muscle provided us with important clues regarding potential mechanisms by which endothelial c-Myc promotes metabolic homeostasis. Pathway analysis of transcriptome data showed that CT and EC-Myc OE share multiple biological and disease functions relevant for metabolic homeostasis, but significant differences were found in the number of genes altered and the identity of specific targets. Importantly, we found an enrichment for weight loss, energy expenditure and glucose tolerance functions exclusively in EC-Myc OE. Among potential downstream targets altered in skeletal muscle of EC-Myc OE that could account for protective results, we found *Socs3*, *Foxo1 and Angptl4*. *Socs3* was common to all the biological and disease functions enriched in our data and downregulated in EC-Myc KO skeletal muscle. Exposure to high-fat diet has been shown to induce SOCS3 expression in skeletal muscle and liver and proposed to act as negative regulator of insulin signaling (Ueki et al., 2004). Skeletal muscle specific deletion of SOCS3 protects mice from insulin resistance induced by high-fat diet exposure (Jorgensen et al., 2013), while overexpression impaired glucose homeostasis (Yang et al., 2012). 

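Foxo1 (ENSMUSG00000044167, protein coding, chromosome 3 of GRCm38, 52268336 to 52353221, plus strand) had 21.4 ± 2.03 CPM (SD, n = 4) in OE-WD and 43.6 ± 20.4 CPM (SD, n = 3) in CT-WD, a log2 fold change of -1.02 (standard error 0.251, adjusted p = 0.0694 from edgeR's test). The 3 CT-WD libraries were at 22.7, 63.4 and 44.6 CPM. Without CT-WD 1, the lowest of them, the log2 fold change was -1.33 (adjusted p = 0.00184), and without CT-WD 2, the highest, it was -0.65 (adjusted p = 0.324). The decrease passed the adjusted level with DESeq2's Wald test (adjusted p = 0.00509) and without the filter on low counts (0.000373), while over all settings that kept the group names the adjusted p ran from 0.000373 to 0.571. On control diet Foxo1 had 19.8 ± 2.81 CPM (SD, n = 4) in OE-CTD and 23.3 ± 6.19 CPM (SD, n = 3) in CT-CTD, a log2 fold change of -0.24 (adjusted p = 0.719). Between OE-WD and OE-CTD the log2 fold change was 0.12 (standard error 0.238, adjusted p = 1). By the labels as deposited, Foxo1 was thus unchanged by diet within EC-Myc OE at this precision. With the names CT-WD and OE-CTD exchanged, a setting chosen after the data were seen, the diet comparison in EC-Myc OE gives -1.02. This is the direction the paper describes.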

The expression of *Foxo1* was downregulated in EC-Myc OE muscle. Previous studies have shown that overexpression of FoxO1 in skeletal muscle is associated with insulin resistance and glucose intolerance (Kamei et al., 2004; Teaney and Cyr, 2023). Inhibition of FoxO1 has shown positive effects on glucose homeostasis in experimental models of diabetes (Li et al., 2019; Mao et al., 2021) supporting its potential targeting. ANGPTL4, an adipokine mainly secreted by adipose tissue and liver is involved in lipid metabolism, glucose homeostasis, inflammation and angiogenesis (Xu et al., 2005; Cinkajzlova et al., 2018). Increase in *Angptl4* expression has been reported in skeletal muscle and associated with exercise and exposure to fatty acids, where it may be part of an adaptive response to physical activity (Staiger et al., 2009; Raschke and Eckel, 2013; Sabaratnam et al., 2018). We found the *Angptl4* expression was downregulated in EC-Myc OE muscle. This finding aligns with previous studies where genetic inactivation of ANGPTL4 was associated with improved insulin sensitivity and reduced risk of Type 2 diabetes (Gusarova et al., 2018).

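Angptl4 (ENSMUSG00000002289, protein coding, chromosome 17 of GRCm38, 33773750 to 33781575, minus strand) had 22.7 ± 8.57 CPM (SD, n = 4) in OE-WD and 37.4 ± 8.51 CPM (SD, n = 3) in CT-WD, a log2 fold change of -0.72 (standard error 0.266, adjusted p = 0.187 from edgeR's test). It was -1.01 without OE-WD 1 (adjusted p = 0.0646) and -0.54 without CT-WD 1 (adjusted p = 0.259). The decrease passed the adjusted level in edgeR's test without the filter on low counts (adjusted p = 0.0262), while over all settings that kept the group names the adjusted p ran from 0.0262 to 0.571. On control diet the gene had 22.1 ± 6.99 CPM (SD, n = 4) in OE-CTD and 22.5 ± 3.09 CPM (SD, n = 3) in CT-CTD, a log2 fold change of -0.023 (adjusted p = 0.98). Between OE-WD and OE-CTD the log2 fold change was 0.034 (standard error 0.25, adjusted p = 1), with -0.25 without OE-WD 1, -0.14 without OE-CTD 4 and 0.21 without OE-CTD 1. With the names CT-WD and OE-CTD exchanged, a setting chosen after the data were seen, the diet comparison in EC-Myc OE gives -0.72. This is the direction the paper describes.

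Of the 11 genes that the paper names, including Myc, 10 passed the filter on low counts. Adjusted over the list alone, 2 of these 10 genes, Zbtb16 and Foxo1, had an adjusted p-value under 0.05 in OE-WD relative to CT-WD in edgeR's test, against 0 when adjusted over all genes tested. In OE-WD relative to OE-CTD the counts were 4 and 1, and in CT-WD relative to CT-CTD they were 5 and 0. The paper chose the genes on these samples, so the count adjusted over the list alone is not independent evidence.

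**Figure D3:**
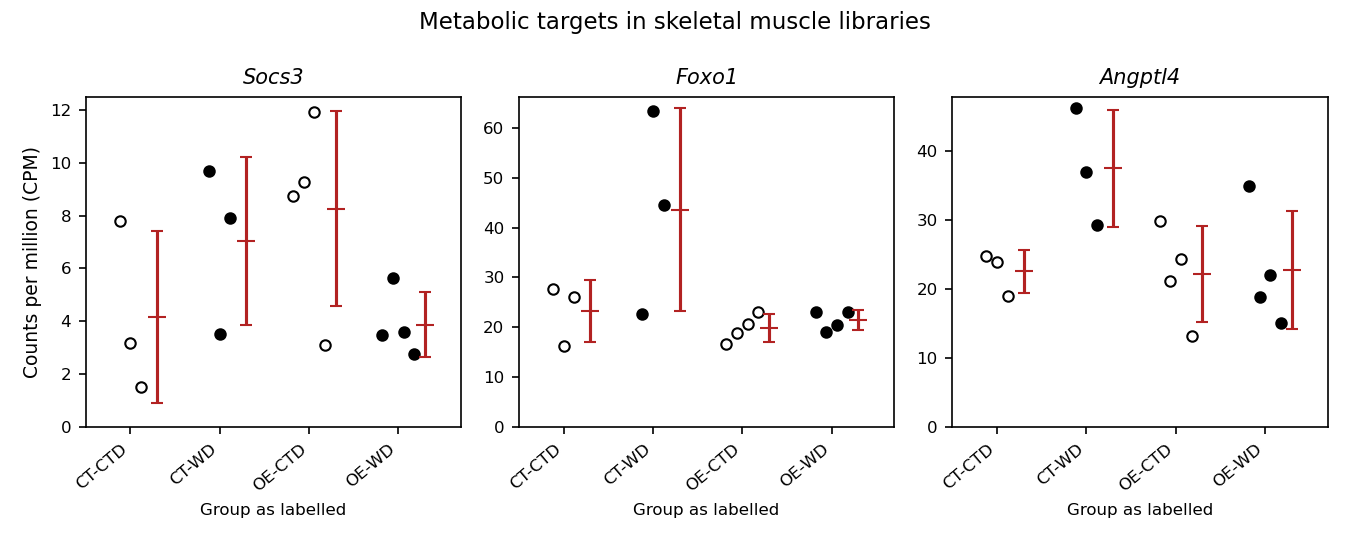
TMM-normalized CPM (counts scaled to a common library size, vertical axis) of Socs3, Foxo1 and Angptl4 in the 14 skeletal muscle libraries by group as labelled (horizontal axis). Points are libraries, open for control diet and filled for WD, and red marks are the mean ± SD of 3 (CT) or 4 (OE) libraries. Foxo1 and Angptl4 have their highest means, 43.6 and 37.4 CPM, in CT-WD, and Socs3 has its lowest mean, 3.86 CPM, in OE-WD.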

## 5 Conclusion

Outside the domain of cancer, c-Myc plays a significant physiological and pathological role (Rosselot et al., 2021; Nevzorova and Cubero, 2023; Prochownik and Wang, 2023; Zacarias-Fluck et al., 2024). Although therapeutic interventions involving direct c-Myc manipulation may present challenges, the protective effects observed across various parameters suggest that its targeting may offer an approach to mitigate obesity-associated complications. Further mechanistic studies are necessary to unravel the precise molecular pathways by which c-Myc exerts its protective effects in whole body metabolism to establish its translational potential. By understanding the downstream targets of c-Myc and identifying key pathways influenced by its activity, we can advance novel strategies to counteract obesity-related complications and improve overall metabolic and cardiovascular health.

## Data Availability

The RNA-Seq data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository under accession number GSE267493.

How the deposited data were processed for this re-analysis (not part of the article)

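RNA-seq was carried out on soleus and gastrocnemius muscle of male CT and EC-Myc OE mice on control diet (CTD) or western diet (WD), in 14 libraries. The labels assign 3 libraries to CT-CTD, 3 to CT-WD, 4 to OE-CTD and 4 to OE-WD, and each library was grouped by its label. The labels do not say which of the muscles a library came from. The legend of Figure 8 gives n = 3 for CTD and n = 4 for WD, which does not match the labels, and the labels and the paper's methods give 20 weeks on diet where the paper's results give 10 for the transcriptome. The labels were kept as they stand in every comparison, and a setting with the names CT-WD and OE-CTD exchanged was computed beside them, chosen after the data were seen.

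The authors deposited counts, the number of reads assigned to each of 54532 Ensembl genes in each library, without normalization. The authors also deposited FPKM values, in which each count is divided by the gene's length and by a library total. That total was between 79.93% and 97.97% of the library's summed counts, so the authors' FPKM include a scaling factor per library. Library preparation and sequencing were outsourced by the authors after selection of polyadenylated RNA with poly-T beads. For the RNA-seq, the paper's text does not name the aligner, the counting program, the genome build, the strand setting or a correction of p-values. Gene positions were compared with GENCODE M21 on GRCm38. Of 54409 shared identifiers, 53499 had the same chromosome, start and end, and coordinates are given on that build as the deposited count table lists them. Reads were not analysed here.

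The counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter on low counts, and the quasi-likelihood test in a model with a mean for each of the 4 groups. All 14 libraries entered the model. The filter left 15458 genes and removed between 0.0467% and 0.0694% of a library's counts. Each gene was tested for CT-WD against CT-CTD, OE-WD against OE-CTD, OE-WD against CT-WD, OE-CTD against CT-CTD, and for the diet by genotype interaction. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was counted as altered at a fold change over 1.5 (0.585 on the log2 scale) with an adjusted p-value under 0.05, and also at an unadjusted p-value under 0.05. Log2 CPM used a prior count of 2. A fold against a group whose libraries all had 3 counts or fewer was computed as a lower bound against the level of 3 counts. Such a bound covers counting error only.

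The summed counts per library were between 21833839 and 28519159. Limits on precision included the number of libraries and the variation between them, with a biological coefficient of variation of 17%. In simulated data with the real means, spread and library sizes, in which 200 genes were changed, edgeR recovered 160 genes (80%) changed 2-fold and 195 (97.5%) changed 3-fold between the CT groups, with 15184 and 15207 genes tested. Between the EC-Myc OE groups it recovered 182 (91%) and 197 (98.5%), with 15249 and 15211 genes tested. It called between 4 and 12 unchanged genes. DESeq2 recovered between 171 and 199 genes, with between 13 and 22 unchanged genes called, and limma on log2(FPKM + 1) recovered between 142 and 186 genes, with between 2 and 4 unchanged genes called. The changed genes were drawn only from those above a limit on the mean count. No series of animals and no outlying library was simulated. The recovery thus does not hold for genes with few reads or for changes nearer the 1.5-fold limit, and may be too high for the real libraries.

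Replicates were compared before they were averaged. The chi-square per degree of freedom between libraries of a group was between 7.502 and 48.13, so no pair differed by less than the sampling noise. The replicate numbers of the groups compared were checked as a pairing by correlating, across genes, the deviations of libraries with the same number from their group means. For CT-WD and CT-CTD the correlations were 0.385, 0.123 and 0.203 for numbers 1 to 3, all over 0.1, so these numbers were taken to pair the libraries. The pairing comes from this check alone, since neither the paper nor the labels name a shared litter or batch. CT-CTD 1 and CT-WD 1 also form a series of animal labels apart from the other CT libraries. A difference between series may give these correlations, and whether the other numbers pair was not tested apart from it.

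Sets of genes were tested with camera and fry in limma 3.58.1, as the median log2 fold change of the set and an adjusted p-value over all sets and comparisons. The sets were collagen, oxidative phosphorylation and ribosomal protein genes by symbol, and lists for extracellular matrix organization, fatty acid oxidation, glycolysis, glucocorticoid response, immediate-early response, both phases of the circadian clock, slow and fast fibres, endothelial cells, macrophages, adipocytes, Schwann cells, blood, tendon, epidermis, hair follicle and Y-linked genes. Lists with fewer than 3 tested genes were not scored. For each library a list's score was the median of its genes' log2 CPM relative to the mean over libraries, and scores were compared by exact permutation tests. For a difference between diet responses, diet labels were permuted within each genotype. Such a p-value is exact only where diet has no effect in either genotype. Lists of fatty-acid responsive genes and of targets of Srebp1 and Srebp2 were added after the data were seen.

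The genes named in the text are those the paper names, namely Zbtb16, Acsl3, Rabif, Rrad, S100a3, S100a14, Wnt10a, Socs3, Foxo1, Angptl4 and Myc. To these were added, in each comparison of groups, up to 3 genes with the largest rise and 3 with the largest fall among altered genes (adjusted) that had a symbol, a mean of at least 1 CPM over all libraries and no overlap between the libraries of both groups. The grouping, the tests, this rule, the sets other than the 3 added lists, and the alternatives were chosen before the data were examined, except where the text says that a choice was made after.

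The alternatives were DESeq2 1.42.0 with its Wald test and size factors, edgeR with DESeq2's size factors, no filter on low counts, at least 10 counts in every library, only the compared groups in the model, the replicate number as a block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1) of the authors' FPKM, a fold threshold of 2, 3 of the 4 EC-Myc OE libraries per diet, the series of animal labels as a block, fry in place of camera, and leaving out each library in turn. Added after the data were seen were the exchange of the group names and DESeq2 on pairs of groups, unfiltered, with filterByExpr, on protein-coding genes, on those with a mean FPKM over 0, 0.1, 0.2, 0.5 or 1, and without a fold threshold. These DESeq2 settings were tried in search of the numbers of altered genes that the paper prints. Correlations and figures were computed with Python 3.11.15 and matplotlib 3.10.9 or in R. The pathway and function analyses of the paper were not repeated, because the gene lists behind them were not used here.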

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

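The counts of other splits of the libraries were chosen as tests beforehand, as were the comparison of groups and the fits with a library left out. All other tests in this part were chosen only after the result was seen.

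OE-CTD was compared with CT-CTD, a comparison for which the paper reports no gene. At the adjusted level 295 genes were altered, 183 upregulated and 112 downregulated, and at the unadjusted level 1101 genes, 764 upregulated and 337 downregulated. Among the 35 splits of these 7 libraries into groups of 3 and 4, only the real one gave as many genes, 1 of 35 at either level. The highest count of the other splits was 1 gene at the adjusted level and 1051 at the unadjusted level. With single libraries left out the adjusted count was between 64, without CT-CTD 3, and 440, without CT-WD 1, which is outside the comparison but shares its model, its filter on low counts and its normalization. The median library size was 24807368 counts in CT-CTD and 24226483 in OE-CTD. The animal labels form 5 series, and by the labels as deposited 0 of these series hold both genotypes, so that genotype and any difference between series, such as litter, line or processing batch, cannot be told apart. Between the series of 2 and of 4 libraries within CT, 92 genes were altered at the adjusted level and 1026 at the unadjusted level, although the genotype is the same. A shift in the time of day at harvest was not decided under CTD, where the larger adjusted p of both clock lists in fry was 0.577. The genotype itself stays open as a biological explanation and was not separated from these. If the names CT-WD and OE-CTD are exchanged, a hypothesis described below, the comparison is that of WD with control diet in CT.

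The largest increases in OE-CTD were those of Egr3, Apold1 and Bcl6b. Egr3 (ENSMUSG00000033730, chromosome 14, 70077203 to 70082614) had 7.52 ± 3.19 CPM (SD, n = 4) against 0.864 ± 0.703 CPM (SD, n = 3), a log2 fold change of 3.11 (standard error 0.593, adjusted p = 0.0137), between 2.74 and 4.00 with each library left out. Apold1 (ENSMUSG00000090698, chromosome 6, 134981718 to 134986836) rose by 2.48 on the log2 scale (adjusted p = 0.0163) and Bcl6b (ENSMUSG00000000317, chromosome 11, 70224128 to 70229798) by 2.37 (adjusted p = 0.0317). The largest decreases were those of Gm17421, Gm9136 and Igha, with log2 fold changes of -3.88 (adjusted p = 0.0303), -3.72 (adjusted p = 0.0323) and -3.53 (adjusted p = 0.0112). All 3 lie close together on chromosome 12, Igha (ENSMUSG00000095079) from 113254830 to 113260236, Gm17421 (ENSMUSG00000090726) from 113369522 to 113372201 and Gm9136 (ENSMUSG00000103198) from 113396771 to 113397224. Igha is an immunoglobulin constant gene and both others are pseudogenes, so reads shared between near-identical copies make their counts uncertain. Igha had 17.0 ± 14.7 CPM (SD, n = 3) in CT-CTD and 1.48 ± 0.269 CPM (SD, n = 4) in OE-CTD. Without CT-CTD 3 the log2 fold changes of Gm17421, Gm9136 and Igha were -2.68, -2.79 and -2.54. The number of plasma cells in the muscle was not tested, and no explanation was tested for these genes.

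Within groups of 4 libraries, 6 of 104 tested values had a library whose gap to its neighbour, relative to the group's range, exceeded Dixon's critical value, where chance gives 5.2. In OE-WD 1, Zbtb16 was at 131.5 CPM with the other 3 libraries between 89.49 and 90.3 CPM, and Myc was at 9.027 CPM with the others between 5.223 and 5.742 CPM. The adipocyte score of OE-WD 2 was 0.4583, with the others between -0.08423 and -0.03859. In OE-CTD 3 the hair follicle score was 1.996, with the others between -1.035 and -0.791. For OE-CTD 4 the endothelial score was -0.1624, with the others between 0.102 and 0.1472, and the Schwann cell score was -0.8112, with the others between 0.4216 and 0.5483. Their number is that of chance, no explanation was tested for the values of OE-WD 1 and OE-WD 2. The design names no genotype or diet that differs within a group, but OE-CTD 4 belongs to another series of animal labels than OE-CTD 1 to 3, and a difference between series was not tested for its values.

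OE-CTD 4 also stood apart from the rest of its group across all genes, and so did OE-WD 4. The chi-square per degree of freedom was between 35.61 and 41.24 for pairs with OE-CTD 4 and between 37.17 and 40.38 for pairs with OE-WD 4, against 7.502 to 14.49 for the other pairs of EC-Myc OE libraries. Mitochondrial genes took 14.93% and 14.54% of the counts in these libraries and between 9.659% and 12.76% in the others. The TMM factors were 0.8877 and 0.8992. Lower depth is excluded as a common cause, since OE-WD 4 had 27698046 counts, near the upper end of all libraries. A different mix of slow and fast fibres may contribute and was not decided. Of the 4 scores of the slow and the fast fibre list in these libraries, 1 lay outside the range of the other 12 libraries, the slow fibre score of OE-CTD 4 (0.2447, against at most 0.1787). OE-CTD 4 belongs to another series of animal labels than the rest of its group, while OE-WD 4 belongs to the same series as the rest of its group. No batch or harvest date was used here, and which muscle each library came from is not known.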

How the results depend on the processing

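The counts of altered genes, the values of the named genes and the set medians were computed again with 1 choice changed at a time, except where a setting names several. The set medians were not computed with DESeq2, on the FPKM scales or with only the compared groups, the fold threshold applies to counts alone, and the 3 of 4 EC-Myc OE libraries and the series block were applied to the diet counts of the group concerned. Counts are given for CT-WD against CT-CTD (diet in CT), OE-WD against OE-CTD (diet in EC-Myc OE), OE-WD against CT-WD (genotype under WD) and OE-CTD against CT-CTD (genotype under CTD), for genes shared by or exclusive to the diet comparisons, and for the interaction. A count was taken as moved when it changed by more than 1.5 times. The exchange of group names and DESeq2 on pairs of groups were tests chosen only after the data were seen, and all other settings were chosen beforehand. The counts without any change were 0, 1, 87 and 295 at the adjusted level and 471, 212, 887 and 1101 at the unadjusted level, with 0 and 18 shared, 0 and 453 exclusive to CT, 1 and 194 exclusive to EC-Myc OE, and 0 and 417 for the interaction. Where a value changed below, the cause was not tested unless it is named.

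DESeq2's Wald test raised the adjusted counts to 31 for diet in CT, 309 for genotype under WD and 509 under CTD, with 3 interaction genes, 1 shared gene, 30 exclusive to CT and 0 exclusive to EC-Myc OE (186 at the unadjusted level). Its other 8 counts did not move. The 3 interaction genes were Mylk4, Acsl3 and Gm11716 and the shared gene Zbtb16. The exclusive gene of EC-Myc OE was lost by construction, because Zbtb16 became shared. On simulated data DESeq2 recovered more of the changed genes than edgeR and called more unchanged genes. Exchanging only TMM for DESeq2's size factors in edgeR moved none of 15 counts.

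Without the filter on low counts, the adjusted counts were 88, 5, 401 and 570, with 29 interaction genes, 1 shared, 87 exclusive to CT and 4 exclusive to EC-Myc OE. The 5 genes of diet in EC-Myc OE were Gm29216, Zbtb16, Rps27a, Rabif and Acsl3, and the 4 exclusive genes were these without Zbtb16, which was the shared gene. Gm29216 and Rps27a were named after their values were seen. The unadjusted counts were 832, 667 and 1412 for diet in CT, diet in EC-Myc OE and genotype under WD, with 65 shared, 767 exclusive to CT and 602 exclusive to EC-Myc OE. With at least 10 counts in every library, the unadjusted counts were 85 for diet in EC-Myc OE, 6 shared and 79 exclusive to EC-Myc OE, and 12 other counts did not move. This filter also tests fewer genes by construction and removes those absent from a library.

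With only the compared groups in the model, genotype under WD had 4 genes at the adjusted level, Syne1, Spns2, Eya4 and Map3k6, named after their values were seen. The unadjusted counts were 312 for diet in CT and 298 exclusive to CT. These models estimate the spread from fewer libraries by construction.

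The replicate number as a block, in a model of the compared groups, gave 1 gene for diet in CT, Slc25a25, named after its value was seen, 15 for diet in EC-Myc OE, 0 for genotype under WD (578 at the unadjusted level) and 522 under CTD at the adjusted level. Exclusive to CT was 1 gene and exclusive to EC-Myc OE were 15, and 31 genes were shared at the unadjusted level. The block moved no other count and no set's call in CT, where the numbers were taken to pair the libraries. For the other comparisons the libraries share only a number. The correlations of same-numbered libraries were 0.0711, 0.138, 0.142 and 0.338 for OE-WD and OE-CTD, -0.23, -0.158 and -0.0647 for OE-WD and CT-WD, and 0.0465, -0.113 and -0.122 for OE-CTD and CT-CTD. The smallest adjusted p of Socs3 for diet in EC-Myc OE, 0.055, came from this block, with a range up to 1 over the settings. With the series of animal labels as a block in CT, 0 genes passed at the adjusted level and 399 at the unadjusted level.

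On the log2(FPKM + 1) scale, limma gave 30 genes for genotype under WD and 117 under CTD at the adjusted level. At the unadjusted level it gave 103, 31, 264 and 333 genes, with 4 shared, 99 exclusive to CT and 27 exclusive to EC-Myc OE. This scale shrinks the changes of low genes by construction. On the log2(FPKM + 0.1) scale 30 and 196 genes passed the adjusted level for genotype under WD and under CTD, and 13 other counts did not move. A fold threshold of 2, which is stricter by construction, left 37 and 143 genes for genotype under WD and under CTD at the adjusted level. It left 217 and 116 for the diet comparisons, 375 for genotype under WD and 486 genotype genes under CTD, unadjusted, with 10 shared, 207 exclusive to CT and 106 exclusive to EC-Myc OE. With 3 of the 4 EC-Myc OE libraries per diet, a smaller number of samples, the median adjusted count for diet in EC-Myc OE was 0, with 196 at the unadjusted level.

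Leaving out each library in turn moved 33 of 210 counts, and the largest changes came without CT-WD 1. For diet in CT the fits gave 0 to 41 genes at the adjusted level (41 without CT-WD 1) and 413 (without CT-WD 3) to 860 (without CT-WD 1) at the unadjusted level. Diet in EC-Myc OE had 0 genes (without OE-CTD 1) to 2 (without OE-WD 1) at the adjusted level, the latter Zbtb16 and Rpl41, and 189 to 281 at the unadjusted level. Genotype under WD had 4 (without OE-WD 2) to 905 (without CT-WD 1) at the adjusted level and 595 (without CT-WD 3) to 1875 (without CT-WD 1) at the unadjusted level. The 4 genes were Dbp, Syne1, Spns2 and Eya4, the last 3 named after their values were seen. Under CTD the adjusted count was between 64 (without CT-CTD 3) and 440 (without CT-WD 1). The interaction had 0 to 1 genes at the adjusted level, Cnksr3 without CT-WD 1 and Acsl3 without CT-WD 2, and shared genes were 0 to 1 at the adjusted level, Zbtb16 without CT-WD 1 and Rpl41 without OE-WD 1. At the unadjusted level shared genes were 15 (without OE-WD 2) to 35 (without CT-CTD 1). Exclusive to CT were 0 to 40 genes at the adjusted level and 387 (without CT-WD 3) to 830 (without CT-WD 1) at the unadjusted level, and exclusive to EC-Myc OE were 0 (without CT-WD 1) to 1 at the adjusted level and 166 to 251 at the unadjusted level. Rpl41 and Cnksr3 were named after their values were seen.

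Among the genes named in the text, 3 of 350 values reversed when a library was left out. Rabif in OE-WD against CT-WD had log2 fold changes from -0.33 to 0.039, the latter without CT-WD 1. Angptl4 in OE-WD against OE-CTD ran from -0.25 without OE-WD 1, with -0.14 without OE-CTD 4, to 0.21 without OE-CTD 1. A further 54 values fell short of the adjusted level, here an adjusted p-value under 0.05 at any fold, and 3 newly passed it. The bound for S100a3 was between 1.813 (without OE-WD 4) and 5.649 (without OE-WD 2) over 7 fits. The named genes kept their direction in the other settings with the group names as they are. Of their 25 values, 8 fell short of the adjusted level under the block, 6 with only the compared groups, 6 on the log2(FPKM + 1) scale and 5 on the log2(FPKM + 0.1) scale, while 2 newly passed it with DESeq2's Wald test and 3 without the filter on low counts.

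The set medians were tested again under camera with a library left out, and 9 of 140 values reversed. The collagen median for diet in CT ran from -0.16 (without CT-WD 1) to 0.32 (without CT-WD 2). In EC-Myc OE it ran from -0.12 (without OE-WD 2), with -0.015 without OE-CTD 4, to 0.19 (without OE-WD 1). The extracellular matrix median ran from -0.058 (without CT-WD 1) to 0.52 (without CT-WD 2) in CT and from -0.17 (without OE-WD 2), with -0.071 without OE-CTD 4, to 0.11 (without OE-CTD 2) in EC-Myc OE. Fatty acid oxidation ran from -0.025 (without CT-CTD 2), with -0.0088 without CT-CTD 1, to 0.11 (without CT-CTD 3) in CT and from -0.19 to -0.098 in EC-Myc OE. Glycolysis ran from 0.026 (without CT-CTD 1) to 0.17 (without CT-WD 1) in CT and from -0.044 (without OE-WD 4) to 0.026 (without OE-CTD 4) in EC-Myc OE. Newly past the adjusted level were 6 of the 140 values, collagen in CT without CT-WD 2 or CT-WD 3 (0.27) and in EC-Myc OE without OE-WD 1, fatty acid oxidation in CT without CT-CTD 3, and glycolysis in CT without CT-CTD 2 (0.14) or CT-WD 1. Oxidative phosphorylation stayed between 0.07 and 0.21 in CT and between -0.19 and -0.13 in EC-Myc OE. Under fry, 4 set calls of camera did not pass, extracellular matrix in CT (median 0.33), oxidative phosphorylation in CT (0.13) and in EC-Myc OE (-0.17), and fatty acid oxidation in EC-Myc OE (-0.14). The 10 set results did not change under DESeq2's size factors, under either other filter on low counts or under the block.

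DESeq2 on pairs of groups gave adjusted counts of 22, 11, 196 and 634 unfiltered, with 1 shared (Zbtb16), 21 exclusive to CT and 10 exclusive to EC-Myc OE. Its unadjusted counts were 367 for diet in EC-Myc OE and 349 exclusive to EC-Myc OE. With filterByExpr the adjusted counts were 20, 11, 195 and 661, with 1 shared (Zbtb16), 19 exclusive to CT and 10 exclusive to EC-Myc OE, and at the unadjusted level 307 for diet in CT and 291 exclusive to CT. Without a fold threshold, more genes pass by construction. The adjusted counts were then 22, 26, 277 and 985 unfiltered and 20, 25, 278 and 1032 with filterByExpr. The unadjusted counts were 982, 2090 and 2552 unfiltered and 841, 1973 and 2473 with filterByExpr, for diet in EC-Myc OE, genotype under WD and under CTD. On protein-coding genes, fewer genes by construction, the unadjusted count for diet in CT was 293, and it was 293 with a mean FPKM over 0 and 263 over 0.1. Over 0.2 the unadjusted counts were 243, 136 and 583 for diet in CT, diet in EC-Myc OE and genotype under WD. They were 195, 64, 482 and 713 over 0.5 and 157, 45, 368 and 539 over 1 for all 4 comparisons. On protein-coding genes 61.7% of the calls for diet in EC-Myc OE were upregulated, against 50% in edgeR's test.

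The exchange of the names CT-WD and OE-CTD turns each diet comparison into a genotype comparison by construction. In edgeR's model the adjusted counts became 295, 87, 1 and 0, with 38 shared, 257 exclusive to CT and 49 exclusive to EC-Myc OE. The unadjusted counts became 1101, 887, 212 and 471, with 324 shared, 777 and 563 exclusive. Reversed in OE-WD against CT-WD were Zbtb16 (1.23), Rabif (1.03), Foxo1 (0.12), Angptl4 (0.034) and Myc (0.18), and in OE-WD against OE-CTD Foxo1 (-1.02), Angptl4 (-0.72) and Zbtb16 (-0.53), as log2 fold changes. With DESeq2 on pairs and the names exchanged, the unfiltered adjusted counts were 634, 196, 11 and 22, with 91 shared, 543 and 105 exclusive, and the unadjusted counts 1243, 888, 367 and 354, with 324 shared, 919 and 564 exclusive. The same 8 genes and comparisons reversed, at 1.23 (Zbtb16), 1.03 (Rabif), 0.12 (Foxo1), 0.039 (Angptl4) and 0.19 (Myc), and at -1.03 (Foxo1), -0.73 (Angptl4) and -0.53 (Zbtb16). With filterByExpr the adjusted counts were 661, 195, 11 and 20, with 91 shared, 570 and 104 exclusive, and the unadjusted counts 1115, 750, 210 and 307, with 316 shared, 799 and 434 exclusive. Without a fold threshold the adjusted counts were 985, 277, 26 and 22 unfiltered and 1032, 278, 25 and 20 with filterByExpr. The unadjusted counts for diet in CT, diet in EC-Myc OE and genotype under CTD were 2552, 2090 and 675 unfiltered and 2473, 1973 and 663 with filterByExpr. On protein-coding genes the unadjusted counts were 1052, 710, 264 and 293, with 287 shared, and 1052, 710, 264 and 293 with a mean FPKM over 0. They were 959, 636, 180 and 263 over 0.1, then 877, 583, 136 and 243 over 0.2, then 713, 482, 64 and 195 over 0.5, and 539, 368, 45 and 157 over 1.

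Depth limits the genes with few reads. S100a3, S100a14 and Wnt10a had at most 38 counts in any library, so that a difference in these genes between groups rests on few reads. With only the compared groups in the model the interaction could not be fitted. Egr3, Gm17421, Gm9136, S100a14 and Wnt10a have no value with at least 10 counts in every library, because that filter removes them.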

Differences from the paper's values

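The tests behind these values were chosen before the data were examined, and settings chosen after the values were seen are marked.

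The paper's number of genes altered by WD in CT is 1016, against 0 at the adjusted level and 471 at the unadjusted level between CT-WD and CT-CTD. Of the alternatives set before the data were examined, the unadjusted count was within 1.5 times the paper's without the filter on low counts (832) and without CT-WD 1 (860), and no other closed the gap. For EC-Myc OE the paper's number is 666, against 1 at the adjusted level and 212 at the unadjusted level, with 667 at the unadjusted level without the filter on low counts, and no other of these alternatives closed the gap. The paper's number of shared genes is 243, against 0 and 18, and none of the alternatives set before the data were examined closed this gap. Exclusive to CT are 709 genes in the paper, against 0 and 453. At the unadjusted level there were 767 without the filter on low counts, 830 without CT-WD 1, 617 without CT-CTD 1 and 598 without CT-WD 2. Exclusive to EC-Myc OE are 422 genes in the paper, against 1 and 194, with 602 without the filter on low counts at the unadjusted level. No other of these alternatives reached either number.

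In OE-WD relative to CT-WD the paper's number is 207 genes, 128 up and 79 down, against 87 genes (39 up, 48 down) at the adjusted level and 887 (513 up, 374 down) at the unadjusted level. DESeq2's Wald test gave 309 genes with 169 up at the adjusted level, and limma on log2(FPKM + 1) gave 264 with 134 up at the unadjusted level, both within 1.5 times the paper's total and its number up. No other of the alternatives set before the data were examined closed the gap in the total.

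The paper's fold changes in OE-WD relative to CT-WD are 2.35 for Zbtb16, 1.56 for Acsl3, 2.04 for Rabif and 3.96 for Wnt10a, against -1.444, 1.122, -1.155 and 1.433 here, with a fall written as a negative fold. A fold was taken to differ when its sign differed or when the values were further apart on the log2 scale than the SD between replicates. For Acsl3 the value without CT-WD 2 was 1.35, which by this measure no longer differed from the paper's 1.56. None of the other alternatives set before the data were examined closed these gaps. The paper's p-values, printed without naming an adjustment, are 1.39e-19 for Zbtb16, 2.4e-10 for Acsl3, 2.36e-07 for Rabif, 1.61e-05 for Rrad, 0.043 for S100a14 and 0.002 for Wnt10a. The unadjusted p-values of edgeR's test were 0.00336, 0.323, 0.416, 0.294, 0.371 and 0.33. For S100a14 the p-value was 0.0568 in edgeR's test without CT-WD 1, within 1.5 times the paper's. For S100a3 the paper's p-value is 0.009, against 0.000551 in edgeR's test without the filter on low counts, which removes the gene otherwise. For Socs3 in OE-WD relative to OE-CTD the paper's is 0.009, against 0.0274 in edgeR's test. It was 0.00604 in edgeR's test with only the compared groups in the model and 0.0102 in edgeR's test without CT-CTD 1.

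DESeq2 fitted to pairs of groups, a setting chosen after the values were seen, gave 196 genes (100 up, 96 down) unfiltered and 195 (103 up, 92 down) with filterByExpr in OE-WD relative to CT-WD at the adjusted level. Without a fold threshold it gave 277 and 278 genes, with 143 and 146 up. Unfiltered it gave 349 genes exclusive to EC-Myc OE at the unadjusted level, and without a fold threshold 982 (unfiltered) or 841 (filterByExpr) genes altered in EC-Myc OE at that level. Each of these is within 1.5 times the paper's number.

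The names CT-WD and OE-CTD were also exchanged, again after the values were seen. In edgeR's model the unadjusted counts were then 1101 genes in CT, 887 in EC-Myc OE, 324 shared, 777 exclusive to CT, 563 exclusive to EC-Myc OE, and 212 (106 up, 106 down) in OE-WD relative to CT-WD, all within 1.5 times the paper's numbers. The folds were then 2.346 for Zbtb16, 1.564 for Acsl3, 2.048 for Rabif and 3.843 for Wnt10a, and the p-value of Wnt10a in edgeR's test was 0.00242. With DESeq2 on pairs of groups and the names exchanged, also chosen after the values were seen, the unadjusted counts in CT were 1243 unfiltered, 1115 with filterByExpr, 1052 on protein-coding genes, and 1052, 959, 877 and 713 on those with a mean FPKM over 0, 0.1, 0.2 and 0.5. In EC-Myc OE they were 888, 750, 710, 710, 636, 583 and 482. Shared genes numbered 324, 316 and 287 in the settings without an FPKM limit. Exclusive to CT were 919 or 799 genes at the unadjusted level and 543 or 570 at the adjusted level, and exclusive to EC-Myc OE were 564 or 434, unfiltered or with filterByExpr. Without a fold threshold the adjusted counts in CT were 985 and 1032. OE-WD relative to CT-WD had 210 genes (107 up, 103 down) with filterByExpr, 264 on protein-coding genes or on those with a mean FPKM over 0, with numbers up and down also within 1.5 times the paper's, and 180 (110 up, 70 down) over 0.1. None of these settings gave the paper's 1016, 666, 243 and 207 together. Unfiltered, the fold and DESeq2's p-value were 2.347 and 1.39e-19 for Zbtb16, 1.564 and 2.39e-10 for Acsl3, 2.042 and 2.37e-07 for Rabif, -1.57 and 1.61e-05 for Rrad, 6.903 and 0.00902 for S100a3, 2.577 and 0.0429 for S100a14, 3.957 and 0.00238 for Wnt10a, and -1.829 and 0.00866 for Socs3.

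The paper lists Zbtb16 and Rabif as raised in OE-WD relative to CT-WD, where their log2 fold changes were -0.53 and -0.21. It lists Acsl3, Rabif and Rrad among the genes altered most clearly in this comparison, where their adjusted p-values were 0.648, 0.717 and 0.626 in edgeR's test. It describes Foxo1 and Angptl4 as lower in EC-Myc OE muscle without naming the comparison. Both were lower in OE-WD than in CT-WD, with log2 fold changes of -1.02 and -0.72, neither past the adjusted level, and neither differed between OE-WD and OE-CTD, with 0.12 and 0.034. The paper reports more genes altered by WD in CT than in EC-Myc OE, and the interaction between diet and genotype passed the adjusted level for 0 genes and the unadjusted level for 417. Its discussion places the fall of Socs3 in EC-Myc KO muscle, while the libraries analysed here are from CT and EC-Myc OE mice.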

Other observations

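The counts of other splits of the libraries were chosen as tests beforehand. So were the group comparisons, the other lists and the alternatives named under the processing of the data. All other tests used here to explain a result were chosen only after the result was seen. The lists of fatty-acid responsive genes and of Srebp targets were also chosen after it.

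The fold changes and p-values that the paper prints for 8 genes were compared with DESeq2's Wald test on each pair of labelled groups, without a filter on low counts. A match was counted when both numbers lay within 1 unit of the last printed digit, a tolerance chosen after the values were seen. In the pair the paper names, 0 of 8 genes matched, and in other pairs 0 did. With the names CT-WD and OE-CTD exchanged, 8 of 8 matched, so that the values printed for OE-WD relative to CT-WD are those of the libraries labelled OE-WD relative to OE-CTD, and the value for Socs3 is that of the libraries labelled OE-WD relative to CT-WD. For these pairs DESeq2 gave an adjusted p of 1.81e-15 for Zbtb16, 1.55e-06 for Acsl3, 0.000613 for Rabif, 0.019 for Rrad and 0.158 for Socs3. The exchange also makes the group sizes those of the legend of Figure 8, 3 per group on CTD and 4 per group on WD. It is a hypothesis that the cause is an exchange of these names between the paper's comparisons and the labels of the libraries. All 8 matches go with it. Which side carries the exchange was not decided. By the labels as deposited, 0 of the 5 series of animal labels hold both genotypes and 2 hold both diets, and with the names exchanged 2 hold both genotypes and 0 hold both diets. The paper describes the controls of EC-Myc OE as littermates, but neither the paper nor the labels say whether a series is a litter. If the labels were the side in error, fatty-acid responsive genes might separate the labelled genotypes within each labelled diet, and the smallest adjusted p of that list over the 4 comparisons was 0.0677 in camera, in CT-WD relative to CT-CTD, with a median log2 fold change of 0.18. Its medians were -0.10 for OE-WD relative to OE-CTD, -0.08 for OE-WD relative to CT-WD and 0.11 for OE-CTD relative to CT-CTD. The level of mouse Myc does not decide it either, since the transgene is human. No sample was regrouped on this ground.

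Several DESeq2 settings were tried in search of the paper's numbers of altered genes, with the names kept and exchanged, namely unfiltered, filterByExpr, protein-coding genes, a mean FPKM over 0, 0.1, 0.2, 0.5 or 1, and no fold threshold. None gave all of the numbers, so the way the paper counted genes stays open, and a count that came close in a single comparison may do so by the number of settings tried. Unfiltered and exchanged, OE-WD relative to CT-WD had 11 genes at the adjusted level and 367 at the unadjusted level.

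Other splits of the same libraries were fitted to see how often they give as many genes. For CT-WD and CT-CTD, all 10 of 10 splits gave at least the 0 genes of the adjusted level and 5 of 10 at least the 471 of the unadjusted level, in a design where 10 splits cannot reach a share under 0.1. The highest counts were 926 genes at the unadjusted level and 9 at the adjusted level. The 4 splits that kept CT-WD 1 and CT-CTD 1, which belong to 1 series of animal labels, together gave 880, 701, 926 and 809 genes, all above the real split. With this series as a block, 399 genes passed the unadjusted level and 0 the adjusted level for diet in CT. With the replicate numbers taken as pairs, the 3 other splits that part every pair gave 209, 284 and 368 genes, fewer than the 471 of the real split. For OE-WD and OE-CTD, 2 of 35 splits gave at least the 1 gene of the adjusted level and 13 of 35 the 212 genes of the unadjusted level. For OE-WD and CT-WD, 2 of 35 gave at least 87 genes and 4 of 35 at least 887, with 131 genes in the split that exchanged CT-WD 1 with OE-WD 1. As many as 18 shared genes came from 28 of 350 pairs of splits. A first draw of 100 pairs, with repeats, had given 8 and a second, without repeats, 4, after which all 350 pairs were computed. For the interaction, 32 of 100 drawn assignments gave at least 417 genes. These draws reassigned all 14 libraries, so differences between the labelled genotypes enter them too. For diet in CT the design could not decide, and a count of 0 is reached by any split. The results for diet in EC-Myc OE, for genotype under WD, for the shared genes at the unadjusted level and for the interaction at the unadjusted level were not separated from other groupings of the same libraries at a share under 0.05.

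Clock genes differed between OE-WD and CT-WD. The list of the Dbp phase (9 genes) had a median log2 fold change of 0.44 with 8 genes higher (adjusted p = 9.12e-08 in camera, 0.0065 in fry), and the list of the opposite phase (6 genes), which holds neither Dbp nor Ciart, had -0.30 with 0 genes higher (0.00413 and 0.0282). The larger adjusted p of both lists in fry was thus 0.0282. Opposite movement of both phases is consistent with a harvest at another time of day, and this remains a hypothesis. In exact permutation tests of the list scores the differences were 0.617 and -0.415, both with exact p = 0.0286, the smallest that 3 libraries against 4 allow, and adjusted p = 0.211 over 96 tests. Between CT-WD and CT-CTD the medians were -0.42 (fry 0.045) and 0.52 (fry 0.0484), and between OE-WD and OE-CTD they were -0.04 and -0.01, where the score of the Dbp phase differed by 0.104 in the other direction. The difference between the diet responses of the Dbp phase was 0.552 (exact permutation p = 0.00286 over 1400 regroupings, adjusted p = 0.0672 over 47 tests). Between OE-CTD and CT-CTD the medians were 0.07 and -0.16, and the larger fry value was 0.577. An effect of genotype or diet on the clock stays open, as the hour of harvest was not used here.

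Glucocorticoid-responsive genes (19, among them Fkbp5 and, of the genes the paper names, Zbtb16 and Foxo1) had a median log2 fold change of 0.52 for diet in CT (adjusted p = 1.53e-10 in camera, 0.0469 in fry), 0.16 for diet in EC-Myc OE (0.00183 and 0.334), -0.91 for OE-WD relative to CT-WD with 2 genes higher (1.23e-07 and 0.0421) and -0.27 for OE-CTD relative to CT-CTD (0.0328 and 0.372). The exact permutation test of the scores under WD gave a difference of -0.64 (exact p = 0.0286, adjusted p = 0.211). Immediate-early genes (16) had medians of 0.96 for diet in CT (fry 0.0409), -0.07 for diet in EC-Myc OE, -0.19 under WD and 0.83 under CTD (fry 0.045), with a difference between the diet responses of -1.15 (exact permutation p = 0.0257, adjusted p = 0.255). No explanation was tested for these lists.

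Collagen and matrix genes were higher in libraries labelled EC-Myc OE than in those labelled CT under both diets. If the names CT-WD and OE-CTD are exchanged, these comparisons are those of WD with control diet in EC-Myc OE and in CT. A rise in both is then what the paper reports. The collagen median was 0.64 under WD with 34 of 40 genes higher (adjusted p = 1.01e-08 in camera, 0.0768 in fry) and 0.67 under CTD with 36 higher (1.53e-10 and 0.0484), and the matrix medians were 0.59 (1.32e-08 and 0.0928) and 0.95 (2.03e-14 and 0.0409). Tendon carried over at dissection is a candidate explanation that was not decided. The tendon list (7 genes, 6 of them at 1 CPM or more in every library and 1 also in another list) had medians of 1.33 under WD (0.000338 and 0.0809) and 1.67 under CTD (0.00148 and 0.141), 0.56 for diet in CT and 0.24 for diet in EC-Myc OE. For diet in CT the direction was not settled, since camera and fry both gave it as lower (adjusted p = 0.748 and 0.936) and the score differed by -0.354 (exact permutation p = 0.8), with CT-WD 2 and CT-WD 3 lowest of all libraries (-1.968 and -2.516) and CT-WD 1 at 0.934. Its most abundant genes, Fmod and Thbs4, ranged from 24 to 473 CPM and from 44.3 to 267 CPM, both highest in OE-WD 2, whereas Scx ranged from 5.66 to 12.3 CPM and was highest in CT-CTD 3. Over the 8 EC-Myc OE libraries the collagen score followed the tendon score (Pearson r = 0.778, exact permutation p = 0.0239, adjusted p = 0.0478 over 12 correlations, Spearman rho = 0.619, exact permutation p = 0.115), and r was 0.725 without OE-WD 2 and OE-WD 4. Over the 6 CT libraries r was 0.827 (exact permutation p = 0.0375, adjusted p = 0.05). Of the 40 collagen genes, 28 were at 1 CPM or more in every library, so a rise of matrix genes within muscle gives the same relation.

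Skin carried over at dissection may account for part of the variation of S100a14 within groups, and was not decided. S100a14 followed the epidermis list over the 8 EC-Myc OE libraries with r = 0.968, and over the 6 CT libraries with r = 0.807 (exact permutation p = 0.0333, adjusted p = 0.05, Spearman rho = 0.886). For Wnt10a r was 0.665 and 0.689 in these libraries. Of the 16 epidermis genes, 4 were at 1 CPM or more in every library, Krt5 ranged from 0 to 30.8 CPM (highest in OE-WD 3) and Krt14 from 0 to 23.9 CPM (highest in CT-WD 1). The list's medians were 0.90 for diet in CT (adjusted p = 0.0328 in camera, 0.725 in fry), 1.33 for diet in EC-Myc OE (9.87e-08 and 0.275), 0.72 under WD and 0.35 under CTD. Hair follicles are a candidate source of S100a3, with r = 0.742 over the EC-Myc OE libraries and 0.149 over CT. But the relation rests on OE-WD 4 and OE-WD 3, since r was -0.347 without them. Krt71 and Tchh were both highest in OE-WD 4, at 12.7 CPM. Of the 6 tested hair follicle genes, 0 were at 1 CPM or more in every library. Their score differed by 2.34 between OE-WD and CT-WD (exact permutation p = 0.314, adjusted p = 0.603). The median log2 fold change was 6.64 under WD (adjusted p = 0.00881 in camera, 0.262 in fry). It was 2.64 for diet in EC-Myc OE (0.00261 and 0.414). For diet in CT and under CTD the medians were 0 and 2.27, neither past the adjusted level in camera or fry. A response of these genes to diet or genotype stays open.

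The remaining lists gave the following medians for diet in CT, diet in EC-Myc OE, genotype under WD and genotype under CTD. Endothelial genes (13) had 0.23, 0.06, 0.18 and 0.29, with fry adjusted p of 0.0282, 0.136, 0.045 and 0.0065. Ribosomal protein genes (75) had 0.11, -0.13, -0.31 and -0.09, with 0.0164 in fry under WD and 0.17 to 0.546 otherwise. Oxidative phosphorylation genes had -0.21 under WD (3 of 80 higher, adjusted p = 1.42e-15 in camera, 0.0602 in fry) and 0.09 under CTD (fry 0.414). Fatty acid oxidation genes had 0.03 and 0.27 under WD and CTD, and glycolysis genes -0.20 and -0.04, none past fry. Slow fibre genes (12) had 0.09, -0.18, -0.03 and 0.21 and fast fibre genes (12) 0.06, 0.03, -0.09 and -0.02. Macrophage genes (9) had 0.56, 0.00, 0.10 and 0.87, adipocyte genes (12) -0.94, 0.02, 0.45 and -0.40, Schwann cell genes (9) -0.12, -0.14, 0.15 and 0.17, blood genes (4) 0.10, 0.13, -0.09 and -0.03, and Y-linked genes (4) -0.00, 0.06, -0.11 and -0.11, and none of these passed fry. The direction of the median was not that of the score for Schwann cell genes for diet in CT (score difference 0.123), macrophage genes for diet in EC-Myc OE (-0.0965) and slow fibre genes under WD (0.0042). The same held for Y-linked genes for diet in CT (0.0027) and for Srebp2 targets for diet in EC-Myc OE (-0.0109). None of these directions is settled. The list of Srebp1 targets (8) had -0.89, 0.09, 0.50 and -0.34, with camera adjusted p of 0.00674 in CT and 0.0254 under WD and fry of 0.605 in both, and that of Srebp2 targets (10) -0.13, 0.03, 0.10 and 0.04. For Srebp2 targets the direction for diet in EC-Myc OE is not settled either, since the score differed by -0.0109.

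The genotype comparisons under both diets share no library. At the adjusted level 38 genes were altered under both, all 38 in the same direction, and at the unadjusted level 324, of which 319 went the same way. Across genes, which are not independent replicates, their log2 fold changes had a correlation of 0.489. Under CTD the genes with the largest changes under WD had log2 fold changes of 1.42 for Ciart (adjusted p = 0.0314 in edgeR's test), 1.29 for Kctd12b (0.016), 0.60 for Dbp (0.0599), -2.01 for 4931413K12Rik (0.00704), -2.29 for Fkbp5 (0.00976) and -1.89 for Kcnf1 (0.0099). Among the genes the paper names, Zbtb16 was lower in OE-CTD than in CT-CTD by a log2 fold change of -1.02 (adjusted p = 0.00575), Acsl3 by -0.96 (0.0073) and Rabif by -1.14 (0.0292). Because, by the labels as deposited, 0 of the 5 series of animal labels hold both genotypes, a difference between the series may underlie all of these and cannot be told apart from the genotype.

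The difference between both diet responses was also tested by exact permutation for the named genes and the list scores, in log2 CPM. Among the named genes the smallest exact p was that of Acsl3, with a difference of 1.14 (exact p = 0.00286, adjusted p = 0.0672 over 47 tests), and the largest difference was that of Egr3, -2.35 (exact p = 0.03, adjusted p = 0.255). For Socs3 it was -1.91 (exact p = 0.0514, adjusted p = 0.255). None of the 47 tests passed the adjusted level.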
